# An Increase in HSF1 Expression Directs Human Mammary Epithelial Cells toward a Mesenchymal Phenotype

**DOI:** 10.3390/cancers15204965

**Published:** 2023-10-12

**Authors:** Natalia Vydra, Agnieszka Toma-Jonik, Patryk Janus, Katarzyna Mrowiec, Tomasz Stokowy, Magdalena Głowala-Kosińska, Damian Robert Sojka, Magdalena Olbryt, Wiesława Widłak

**Keywords:** epithelial-to-mesenchymal transition, heat shock transcription factor 1, HSF1 inhibitor, human mammary epithelial cells

## Abstract

**Simple Summary:**

Epithelial, compactly packed cells form a protective layer lining the surfaces of organs and cavities throughout the body. They can lose their features and gain migratory and invasive (mesenchymal) properties. This epithelial-to-mesenchymal transition (EMT) is essential for numerous developmental processes and wound healing but can also cause organ fibrosis and metastasis initiation in cancer progression. We found that the heat shock transcription factor 1 (HSF1), commonly activated by environmental stress, may contribute to EMT in the human mammary epithelial cells. Moreover, elevated HSF1 levels correlate with invasive features of breast cancer cells, and the use of the HSF1 inhibitor DTHIB significantly inhibits their growth. We postulate that HSF1 may be involved in the remodeling of the mammary gland architecture over the female lifetime, as well as the acquisition of invasive cancer cell phenotype. Therefore, HSF1 inhibition could be tested as an adjuvant treatment for breast cancer patients.

**Abstract:**

HSF1 is a well-known heat shock protein expression regulator in response to stress. It also regulates processes important for growth, development or tumorigenesis. We studied the HSF1 influence on the phenotype of non-tumorigenic human mammary epithelial (MCF10A and MCF12A) and several triple-negative breast cancer cell lines. MCF10A and MCF12A differ in terms of HSF1 levels, morphology, growth in Matrigel, expression of epithelial (CDH1) and mesenchymal (VIM) markers (MCF10A are epithelial cells; MCF12A resemble mesenchymal cells). HSF1 down-regulation led to a reduced proliferation rate and spheroid formation in Matrigel by MCF10A cells. However, it did not affect MCF12A proliferation but led to CDH1 up-regulation and the formation of better organized spheroids. HSF1 overexpression in MCF10A resulted in reduced CDH1 and increased VIM expression and the acquisition of elongated fibroblast-like morphology. The above-mentioned results suggest that elevated levels of HSF1 may direct mammary epithelial cells toward a mesenchymal phenotype, while a lowering of HSF1 could reverse the mesenchymal phenotype to an epithelial one. Therefore, HSF1 may be involved in the remodeling of mammary gland architecture over the female lifetime. Moreover, HSF1 levels positively correlated with the invasive phenotype of triple-negative breast cancer cells, and their growth was inhibited by the HSF1 inhibitor DTHIB.

## 1. Introduction

The epithelium, one of the four main tissue types in the human body, is formed by cells, which are closely bound to each other to ensure the mechanistic integrity of the tissues and the permeability barrier. It usually lines the outer surfaces of the organs and blood vessels, the inner surfaces of cavities, and it also covers the outer surface of the human body (skin). Nevertheless, during development (e.g., embryogenesis), epithelial cells may give rise to mesodermal tissue (among others, mesenchyme), which involves the profound modification of epithelial cell phenotypes. These modifications are exhibited by changes in cell shape and polarity, delamination and migration, which are characteristic of mesenchymal cells. This transition between epithelial and mesenchymal states is known as the epithelial-to-mesenchymal transition (EMT) and plays an essential role in morphogenesis during embryogenesis, wound healing, cancer progression and metastasis formation [1].

The EMT plays an important role in breast development. The mammary gland (breast) undergoes dynamic changes in tissue architecture and function over the female lifetime. It is composed of branching epithelial ducts embedded within a stromal fat, comprising adipocytes, fibroblasts, lymphatic cells and vascular cells, whose interactions ensure proper organ functioning. The mammary ductal epithelium is a bi-layered structure, which includes two types of cells: luminal and basal/myoepithelial cells. The luminal cells are polarized, cuboid in shape and surround a lumen. They can differentiate into either ductal cells or milk-producing cells. The basal/myoepithelial cells are spindle-shaped and located in a basal position adjacent to the basement membrane. Furthermore, there is evidence of a mammary epithelial cell hierarchy, where bi-potent or multi-potent stem cells give rise to more differentiated cell progenitors, essential for breast growth and development throughout a woman’s life [2,3]. The major developmental changes within the mammary gland occur postnatally and begin in puberty. At this stage, the branched epithelial network of the ducts is formed, and the appearance of motile cells harboring EMT features is correlated with tube elongation [4]. EMT is also observed in many models of breast cancer. This so-called oncogenic EMT is associated with pro-metastatic characteristics, such as increased motility, invasiveness, anoikis resistance and evasion of the immune system. Additionally, the acquisition of cancer stem cell-like properties can be linked with EMT and is associated with therapeutic resistance [5,6].

Down-regulation of E-cadherin (CDH1) is a hallmark of EMT. This is associated with the destabilization of adherens junctions and diffused cytoplasmic and nuclear localization of β-catenin, which promotes the expression of mesenchymal proteins, such as N-cadherin (CDH2), vimentin (VIM) and fibronectin (FN1). This process is orchestrated by complex regulatory networks involving transcriptional control with SNAI1 and SNAI2, ZEB1 and ZEB2, TWIST1 among transcriptional factors, non-coding RNAs, chromatin remodeling and epigenetic modification [7].

Some data indicate that the heat shock factor 1 (HSF1), a well-known regulator of stress response, can promote TGFβ-induced EMT in the ovarian cancer model [8] or in the breast cancer model [9,10]. HSF1 is a ubiquitously expressed transcription factor. It mainly regulates the expression of stress-inducible heat shock proteins (HSPs), which function as molecular chaperones assisting protein folding. In mammals, HSF1 deficiency leads to the dysregulation of many physiological functions (e.g., thermotolerance, systemic body temperature regulation, redox homeostasis, antioxidative defenses, immune response, motor activity, smell, hearing, memory and others), also related to gametogenesis and reproduction [11,12,13]. HSF1 also plays an important role in cancerogenesis. It can support tumor initiation and growth, as well as metastasis formation and angiogenesis [14,15]. Although many functions of HSF1 in the regulation of acute stress response are established, several questions regarding HSF1 activity during development remain unresolved.

Our objective was to investigate the function of HSF1 in modulating the plasticity of human mammary epithelial cells, and we demonstrated that HSF1 can affect the intrinsic ability of these cells to acquire mesenchymal characteristics. Furthermore, we analyzed the effect of HSF1 on the phenotype of triple-negative breast cancer cells and found that increasing HSF1 levels positively correlated with the acquisition of an invasive phenotype in Matrigel.

## 2. Materials and Methods

### 2.1. Cell Culture and Treatment

Non-tumorigenic human breast epithelial cell lines, MCF10A (authenticated in 2016) and MCF12A (ATCC, Manassas, VA, USA), were cultured in DMEM/F12 medium supplemented with 5% horse serum (BioWest, Nuaillé, France), 5 µg/mL insulin (Sigma-Aldrich, Saint Louis, MO, USA), 0.5 µg/mL hydrocortisone (Sigma-Aldrich), 20 ng/mL EGF (Sigma-Aldrich). Breast cancer MDA-MB-468, BT-549 and HCC1395 cells were cultured in RPMI-1640 medium supplemented with 10% Fetal Bovine Serum (EURx, Gdansk, Poland). MDA-MB-231 and CAL120 breast cancer cells were cultured in high glucose DMEM medium supplemented with 10% FBS (EURx). Cells were routinely tested for mycoplasma contamination. Heat shock was carried out by placing plates with logarithmically growing cells in a water bath at a temperature of 43 °C for 1 h. Subsequently, cells were allowed to recover for the indicated time in a CO_2_ incubator at 37 °C. DTHIB was added at the indicated concentration 48 h before heat shock.

### 2.2. HSF1 Down-Regulation Using shRNA

The shRNA target sequences for human HSF1 (NM_005526.4) were selected, as described in Refs [7,16]. MCF10A and MCF12A cells were transduced with lentiviruses and selected using a medium supplemented with 1 μg/mL puromycin (Life Technologies/Thermo Fisher Scientific, Waltham, MA, USA), as described in Ref [17]. Control sh.CTRL cell lines were generated by subsequent transductions of MCF10A cells with pLVX-shRNA1 vectors encoding the shRNA-SCR sequence (5′CCT AAG GTT AAG TCG CCC TCG-3′) or MCF12A cells with pLVX-shRNA1 vectors encoding the shRNA-LUC sequence (5′GTG CGT TGC TAG TAC CAAC-3′) [18].

### 2.3. HSF1 Overexpression

Human HSF1 coding sequence was amplified by PCR on the template of the hHSF1-pLNCX2 vector [16]. The sequence recognized by the EcoRI restriction enzyme was introduced into the primers. The HSF1 cDNA fragment was inserted into the pLVX-Puro plasmid (Clontech/Takara Bio, Mountain View, CA, USA) using the In-Fusion^®^ HD Cloning Kit (Clontech/Takara Bio). Infectious lentiviruses were generated by transfection of DNA into HEK293T cells, and virus-containing supernatants were collected. MCF10A or MDA-MB-468 cells were transduced with lentiviruses containing HSF1 cDNA (HSF1-pLVX) or the empty vector (pLVX) and selected using a medium supplemented with 1 μg/mL puromycin (Life Technologies).

### 2.4. Cell Proliferation

Cells (MCF10A—1.5 × 10^4^ per well; MCF12A—2 × 10^4^ per well) were seeded and cultured in 12-well plates. At the indicated time, cells were washed with PBS, fixed in cold methanol and rinsed with distilled water. Cells were stained with 0.2% crystal violet for 30 min, rinsed extensively with distilled water and dried. The cell-associated dye was extracted with 2 mL of 10% acetic acid. Aliquots (200 μL) were transferred to a 96-well plate, and the absorbance was measured at 595 nm (Synergy2 microtiter plate reader, BioTek Instruments, Winooski, VT, USA). The growth curves are shown as the absorbance ratio on days 1, 2 and 3 versus day 0 and were calculated from three to six independent experiments, each in two to three technical replicates.

### 2.5. Ki-67 Staining

MCF10A cells (5 × 10^4^) were seeded in poly-L-lysine (Sigma-Aldrich)-coated 4-well glass slides Nunc Lab-Tek II chambered coverglass (Nalge Nunc International, Rochester, NY, USA). Two days later, cells were washed with phosphate-buffered solution (PBS) and fixed with 4% paraformaldehyde for 15 min at room temperature. The cells were then washed with PBS, permeabilized with 0.1% Triton X-100 for 5 min at room temperature, washed and blocked with 2.5% normal goat serum (Abcam, Cambridge, UK). Cells were incubated with mouse monoclonal antibody against Ki-67 (1:100, MAB4190, Millipore, Burlington, MA, USA) at 4 °C overnight. The primary antibody was detected using an anti-mouse secondary antibody conjugated with AlexaFluor594 (1:200, ab150116, Abcam). Cells were counterstained using DAPI (Sigma-Aldrich) and mounted. Images were taken using a Carl Zeiss (Jena, Germany) LSM 710 confocal microscope with ZEN navigation software (v. 7.0.3.286). The experiments were performed in triplicate. Cells were counted in 10 randomly selected fields for each replicate. The Ki-67 index was represented as a ratio of Ki-67 positive cells to the overall number.

### 2.6. Senescence-Associated β-Galactosidase (SA-β-Gal) Assay

MCF10A cells (5 × 10^4^) were seeded in poly-L-lysine-coated 4-well slides (Nalge Nunc International). Two days later, cells were washed and fixed with paraformaldehyde and glutaraldehyde. Cells were washed twice with PBS and incubated at 37 °C for 16 h with a staining solution containing 40 nM citric acid/sodium phosphate (pH 6.0), 150 mM NaCl, 2 mM MgCl_2_, 1 mg/mL X-gal, 5 mM potassium ferrocyanide and 5 mM potassium ferricyanide. Cells were observed under a ZEISS AXIOPHOT microscope with ZEN navigation software.

### 2.7. Protein Extraction and Western Blotting

Whole-cell extracts and Western blot analysis were performed, as described in Ref [17]. Primary antibodies against HSF1 (1:4000, rabbit polyclonal, ADI-SPA-901, Enzo Life Sciences, Farmingdale, NY, USA), HSPA1 (1:10,000, mouse monoclonal, ADI-SPA-810, Enzo Life Sciences), ACTB (1:25,000, #A3854, Merck KGaA, Darmstadt, Germany), HSPA8/HSC70 (1:5000, #sc-7298, Santa Cruz Biotechnology, Dallas, TX, USA) and antibodies from the EMT Antibody Sampler Kit (1:1000, #9782, Cell Signaling Technology, Danvers, MA, USA) were used. The primary antibody was detected by an appropriate secondary antibody conjugated with horseradish peroxidase (Thermo Fisher Scientific) and visualized with an ECL kit (Thermo Fisher Scientific).

### 2.8. Three-Dimensional Overlay Culture and Spheroid Staining

Cells were cultured in Matrigel, as previously reported [19]. Eight-well chamber slides (Nalge Nunc International) cells were covered with growth-factor-reduced Matrigel (354230, Corning, NY, USA) and allowed to solidify in a CO_2_ incubator for 15 min. Meanwhile, cells were trypsinized, counted and diluted in DMEM/F12 culture medium containing 2% horse serum (BioWest, Nuaillé, France), 0.5 mg/mL hydrocortisone (Sigma-Aldrich), 10 µg/mL insulin, 5 ng/mL EGF (Sigma-Aldrich) and 2% Matrigel. Cells (5 × 10^3^) were overlaid on top of the solidified Matrigel and allowed to grow for 14 days (unless otherwise indicated). Spheroids were observed under the Axiovert 40 CFL microscope (Carl Zeiss), and pictures were taken. The spheroid perimeter was measured using ImageJ software (v. 1.51k). The radius of a sphere was calculated as r = C/2π (C-perimeter), and the spheroid volume was calculated as V = 3/4×π×r^3^. Spheroids formed by MCF12A cell variants were counted in 10 random fields, and their morphology was distinguished into round (oval, regular shape), disruptive (oval, irregular shape, bulgy shape) and multi-acinar (berry-shaped, multiple lobules), as described in Ref [20]. Cells were fixed with 4% paraformaldehyde, permeabilized with 0.5% Triton X-100 for 10 min at room temperature, washed with PBS containing 100 mM glycine and blocked using 10% normal goat serum (Abcam) in a buffer containing 0.1% bovine serum albumin (BSA, Sigma-Aldrich), 0.2% Triton X-100 and 0.05% Tween-20 for 1 h at room temperature. Cells were incubated with rat monoclonal antibody against ITGA6 (1:50, MAB13501, R&D Systems, MN, USA) or rabbit monoclonal antibody against CDH1 (1:100, #3195, Cell Signaling Technology) at 4 °C overnight. The primary antibody was detected using an anti-rat secondary antibody conjugated with AlexaFluor488 (1:200, Invitrogen, Waltham, MA, USA) or an anti-rabbit secondary antibody conjugated with AlexaFluor 488 (1:200, ab150077, Abcam). Cells were counterstained with TRITC-labeled phalloidin (Sigma-Aldrich) to visualize F-actin and DAPI (Sigma-Aldrich), and mounted. Images were taken using a Carl Zeiss LSM 710 confocal microscope with ZEN navigation software.

### 2.9. Global Gene Expression Profiling

Total RNA was isolated using the Direct-zol^TM^ RNA MiniPrep Kit (Zymo Research, Irvine, CA, USA) and digested with DNase I (Worthington Biochemical Corporation, Lakewood, NJ, USA). The cDNA libraries were sequenced by Illumina HighSeq 1500 (run type: paired-end; read length: 2 × 76 bp). Raw RNA-seq reads were aligned with human genome hg38 using hisat2 v 2.0.5 [21]. The aligned files were processed using Samtools (v. 1.13) [22]. Furthermore, reads aligned in the coding regions of the genome were counted using FeatureCounts (v. 1.6.5) [23] with a relevant Ensembl genes transcriptome reference, suitable for hg38. Finally, read counts were normalized using DESeq2 (v. 1.32.0) [24]. The normalized expression values were subject to differential analysis (mean-based fold change) in the R/Bioconductor programming environment. Changes (MCF10A HSF1-pLVX versus MCF10A wild type) were considered significant if the signal ratios were >2.0 or <0.50 in both biological replicates. Raw RNA-seq data were deposited in the NCBI GEO database, acc. no. GSE241795. The enrichment analyses of gene sets were performed in PANTHER Pathways using the PANTHER Overrepresentation Test, version 17.0 [25].

### 2.10. Boyden Chamber Assay

Transwell chambers (with 8 µm pore size membrane, Becton Dickinson, Franklin Lakes, NJ, USA) were coated with fibronectin (10 µg/mL, Becton Dickinson). Cells were harvested by trypsinization and suspended in a serum-free Hepes-buffered medium containing 0.1% BSA, seeded at the top of the chambers and placed in wells containing culture medium supplemented with 10% fetal bovine serum. After incubation (MCF10A cells for 4 h; breast cancer cells for 6 h) at 37 °C, cells were washed with PBS, fixed with methanol and stained with 0.2% crystal violet solution. The cells on the upper surface of the inserts were removed with cotton swabs. The migrated cells were counted under a microscope in five random fields. All experiments were performed at least three times.

### 2.11. Flow Cytometry

Cells were harvested by trypsinization and counted, and 5 × 10^5^ cells were used for staining. Cells were washed twice with PBS, suspended in the Flow Cytometry Buffer and incubated with APC-conjugated antibody against EPCAM (BioLegend, San Diego, CA, USA, 5 µL/1 × 10^6^ cells) and PE-conjugated antibody against ITGA6 (BioLegend, 5 µL/1 × 10^6^ cells) or PE-conjugated antibody against CD24 (clone ML5, 311106, BioLegend, 5 µL/1 × 10^6^ cells) and FITC-conjugated antibody against CD44 (clone BJI18, 338804, BioLegend, 5 µL/1 × 10^6^ cells) for 30 min at room temperature in the dark. Cells were suspended in PBS and analyzed with flow cytometry (BD FACS CantoTM). Isotype controls were performed.

### 2.12. Cell Viability Assay

BT-549 cells (2 × 10^3^/well) were seeded in 96-well plates. In the following days, the medium was replaced with one containing DTHIB at a concentration ranging from 0 to 200 μM in DMSO (max. DMSO concentration <0.5%), and cells were incubated for 72 h. Cell viability was determined using CellTiter 96 Aqueous One Solution reagents according to the manufacturer’s protocol (Promega, Madison, WI, USA). The absorbance of the formazan product was measured (λ = 490 nm) using a microplate reader. The experiment was carried out at least three times with three replications for each concentration of the compound tested. IC50 values were determined using the Quest Graph IC50 Calculator (AAT Bioquest, Inc, https://www.aatbio.com/tools/ic50-calculator, accessed on 28 September 2021) with the option “Set minimum response to zero”.

### 2.13. Statistical Analyses

For each dataset, the normality of the distribution was assessed using the Shapiro–Wilk test. Depending on data distribution, the homogeneity of variances was verified by the Levene test or the Brown–Forsythe test. The outliers were determined using the Tuckey criterion and the QQ plot. For the analysis of differences between the compared groups with normal distribution, the quality of the mean values was verified by the ANOVA test with a pairwise comparison performed with the HSD Tukey test or the Games–Howell test depending on the homogeneity of variance. In the case of non-Gaussian distribution, the Kruskal–Wallis ANOVA was applied to verify the hypothesis on the equality of the medians with the Conover–Iman test or the Dunn test for pairwise comparisons. *p* = 0.05 was selected as a statistical significance threshold.

## 3. Results

### 3.1. Down-Regulation of HSF1 Results in Inhibition of MCF10A Cell Proliferation and Alters the Morphology of MCF12A Cells in 2D and 3D Cultures

Several studies have shown higher expression of HSF1 in more malignant cells, which supports their growth [26,27]. We found that non-tumorigenic cell lines—MCF10A and MCF12A—derived from breast tissue of patients with fibrocystic changes [28,29], both estrogen receptor-negative [30,31], also differ in the level of HSF1, which was higher (about two-fold) in the MCF12A line (Figure 1a). Despite their similar origin, these two cell lines differ in the expression of EMT markers (Figure 1b). MCF12A cells show a significantly lower expression of epithelial CDH1 (E-cadherin) and its binding partner CTNNB1 (β-catenin) than MCF10A cells, which correlates with a higher expression of SNAI2, a known CDH1 transcriptional repressor and regulator of the epithelial-to-mesenchymal transition. Moreover, MCF12A cells express mesenchymal vimentin (VIM), which is almost undetectable in MCF10A cells. These differences in the expression levels of EMT markers are reflected in cell morphology. In subconfluent and confluent 2D culture, MCF10A cells grow in clusters and exhibit mostly a cobblestone epithelial morphology, while MCF12A cells grow as a mixed population consisting of dispersed, spindle-shaped or round cells, which surround small cell clusters (Figure 1c). In Matrigel, MCF10A cells form round spheroids with a well-polarized outer layer of cells (stained for ITGA6/α6-integrin/CD49f, a biomarker of basolateral polarity, which is localized to the basal cell membrane), while MCF12A cells, in addition to round spheroids, form disruptive acini characterized with an oval irregular and protruding shape or even multi-acinar spheroids with multiple lobules with incomplete basal polarity (Figure 1d). The above characterization of the two breast epithelial cell lines shows that, unlike MCF10A cells, MCF12A cells are more heterogeneous with some features of mesenchymal cells.

To study the effect of HSF1 on the phenotype of non-tumorigenic mammary epithelial cell lines, we first down-regulated HSF1 expression in MCF10A and MCF12A cells (Figure 2a). HSF1 silencing using specific shRNA resulted in decreased proliferation of MCF10A but not MCF12A cells (Figure 2b). The slowdown in the growth of MCF10A cells after HSF1 silencing correlated well with a reduction in the number of cells expressing Ki-67 (a biomarker of proliferation) (Figure 2c). In addition, in this cell line variant, we noted a greater number of enlarged, flattened and vacuolated cells exhibiting the senescence-associated β-galactosidase (β-gal) activity (Figure 2d). More importantly, HSF1-deficient MCF10A cells partially lost their ability to form spheroids in Matrigel (and their volume was reduced; Figure 2e,f), probably due to a lower rate of proliferation. Nevertheless, the basal polarization (as confirmed by the ITGA6 staining) was the same regardless of the HSF1 level (Figure 2e), suggesting that acini polarization was not changed. In the case of MCF12A cells with reduced HSF1 expression, they began to form clusters in subconfluent 2D culture, which was not observed in cells with normal HSF1 levels (Figure 2g, upper panel). In Matrigel, a reduction in the number of disruptive or multi-acinar spheroids in favor of round spheroids was observed after HSF1 silencing (Figure 2g,h). Moreover, HSF1-deficient spheroids exhibited a better polarized outer layer of cells (stained for ITGA6) compared to spheroids with normal HSF1 levels, which were characterized by incomplete or lost basal polarity (Figure 2g). These results suggest that in cells with certain mesenchymal features (such as MCF12A), down-regulation of HSF1 can result in adopting epithelial morphology (observed in MCF10A cells). We hypothesized that HSF1 overexpression might have the opposite effect. Therefore, in the next step, we aimed to study the effect of HSF1 overexpression on the MCF10A cell phenotype.

### 3.2. HSF1 Overexpression May Promote the Epithelial-to-Mesenchymal Transition of MCF10A Cells in a Mechanism Involving CDH1 Down-Regulation

Stable HSF1 overexpression (Figure 3a) did not affect MCF10A cell proliferation (Figure 3b). However, we observed that MCF10A cells overexpressing HSF1 changed their appearance in 2D culture, partially acquiring a fibroblast-like scattered morphology (typical of MCF12A) (Figure 3c). Additionally, spheroids in Matrigel were enlarged compared to the control ones (Figure 3c,d). Nevertheless, there was no change in the basal polarity, as evidenced by ITGA6 staining (Figure 3c). Western blot analyses of EMT markers revealed that HSF1 overexpression in MCF10A cells correlated with decreased expression of CDH1 and increased expression of VIM (Figure 3a). 

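RNA-seq was performed on MCF10A cells, a non-tumorigenic human mammary epithelial line, in wild type form and after stable transduction with the pLVX vector carrying HSF1 (HSF1-pLVX), with 2 biological replicates of each variant. Cells carrying the empty vector were not analysed here by RNA-seq, so the comparison is between HSF1-pLVX and wild type cells. Paired-end reads of 76 bp from total RNA depleted of ribosomal RNA were aligned by the authors to hg38 with hisat2 and counted per gene with FeatureCounts, and the deposited counts cover 63856 genes of GENCODE release 26, listed by Ensembl identifier. The libraries of wild type cells held 19510275 and 18688109 counts in replicates 1 and 2, and those of HSF1-pLVX cells held 24184285 and 19851092. The authors also deposited normalized values for 22321 rows named by gene symbol. DESeq2's blind variance-stabilizing transformation was recomputed from the counts. In all 22321 rows, each deposited value lay within 5.8e-05 of the transformed value of some count of the same library. Rows were matched by value and not by gene. The deposited values are therefore taken as log2-like values whose differences between libraries shrink for genes with few counts.
From the counts, the variants were compared with edgeR's quasi-likelihood test after TMM normalization, with the replicate number as a block because the study takes its ratios within replicate number, and p-values were adjusted by the Benjamini-Hochberg method over the 15830 genes that passed edgeR's filter on low counts. An exact permutation of 2 libraries against 2 cannot give a p below 0.33 for a single gene, so the test borrows the spread of other genes. With the block, each gene has 1 residual degree of freedom and the fit relied fully on the spread shared by genes of similar expression. Standard errors were taken as the size of the log2 fold change over the square root of the test's F statistic. They therefore reflect this shared spread and not the scatter of a gene's own libraries. HSF1 (ENSG00000185122.10, chromosome 8 of hg38, 144291591 to 144314722) was examined first. Its level, in TMM-normalized counts scaled to a common library size (CPM), was 194.8 ± 7.94 in wild type cells and 990.5 ± 11.46 in HSF1-pLVX cells (SD, n = 2 each), a log2 fold change of 2.35 with a standard error of 0.148. The adjusted p of this change was 5.77e-55 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the block, and it ranged from 8.95e-75 to 4.57e-08 over the alternative normalizations, filters, tests and designs. With all 4 libraries, the log2 fold change moved most with library size as the only normalization, to 2.41. The counts do not separate the introduced HSF1 transcript from the endogenous one.
In the same test, 5138 genes were higher and 5171 lower in HSF1-pLVX cells at an adjusted p of 0.05, of which 2365 were at least 2-fold higher and 2221 at least 2-fold lower. With DESeq2's Wald test and the same block, 3318 genes were called higher, the alternative that moved this number most. The differences between the variants were larger than those between replicates: the standard deviation of the log2 difference over the tested genes was 0.357 between the wild type libraries and 0.324 between the HSF1-pLVX libraries, against 1.15 and 1.23 between the variants within replicates 1 and 2.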

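The study's own rule, a ratio above 2.0 or below 0.50 in both replicates on the deposited normalized values, was passed upwards by 1116 rows and downwards by 1432 rows. By symbol, 1097 of the up-regulated and 1382 of the down-regulated genes are also in the paper's Table S1. Of the genes tested with edgeR, 1086 of 1087 that passed the rule upwards and 1374 of 1378 that passed it downwards were also at least 2-fold changed in the same direction at an adjusted p of 0.05. Both calls rest on the same counts, so this overlap is no independent check of the rule. The number past the rule moved most when the ratios were taken on counts divided by DESeq2's size factors plus 1, which gave 1631 up-regulated and 2053 down-regulated rows.
The PANTHER gene lists used by the study were not used here, and the cadherin superfamily was instead taken as the genes whose symbols begin with CDH and a digit or with PCDH, together with the CELSR, DSC, DSG, FAT and DCHS genes. Of 59 such genes tested, 32 were at least 2-fold lower in HSF1-pLVX cells at an adjusted p of 0.05, where 8.28 would be expected from all tested genes, an odds ratio of 7.35 (two-sided Fisher's exact test, p = 4.14e-13). In the opposite direction, 5 of the 59 genes were at least 2-fold higher (Fisher's exact test, p = 0.20). The median log2 fold change of the 59 genes was -1.16. With each library left out in turn it lay between -1.22 and -0.93, values without a test because a group is then left with 1 library. Under limma's fry rotation test, which takes the correlation between genes into account, the p-value of the set was 0.00253 with the block and 0.00598 without it, the alternatives that moved it most. Fry asks whether the genes of a set changed, and not whether they changed more than other genes. The 39 protocadherin genes carried most of the enrichment. The other 20 members gave an odds ratio of 2.04 for being lower (Fisher's exact test, p = 0.187, a split made after the values were seen).
Lists standing in for other pathways of Table 1 were written before the data were examined but after Table S1 had been read, so they are not independent of it. They were tested by two-sided Fisher's exact tests against genes changed at least 2-fold, with Benjamini-Hochberg adjustment over 9 lists and both directions. Of 48 DNA replication genes, 37 were at least 2-fold higher where 7.17 would be expected (adjusted p = 1.64e-20), with a median log2 fold change of 1.50. All 5 tested genes of the list for serine and glycine synthesis were at least 2-fold higher (adjusted p = 0.000334). They include GLDC, an enzyme of glycine breakdown and not of synthesis, with 1 and 7 counts in wild type replicates 1 and 2. With at least 10 counts in every library, which GLDC does not pass, 4 genes were at least 2-fold higher (Fisher's exact test, adjusted p = 0.000867). Among 23 Wnt ligands and receptors, 9 were at least 2-fold lower where 3.23 would be expected (adjusted p = 0.00678) and 4 were at least 2-fold higher (adjusted p = 0.864). Of 32 p53 target genes, 3 were at least 2-fold higher and 7 at least 2-fold lower (adjusted p = 0.793 and 0.329). Under fry with the block, the adjusted p was 0.0709 for DNA replication, for serine and glycine synthesis and for the Wnt list, and 0.216 for p53 targets. Under fry without the block, a setting chosen after seeing the data, it was 0.00586, 0.00387, 0.00387 and 0.0612. In each list, the number of genes past an adjusted p of 0.05 was the same when adjusted over the list alone as over all genes tested.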

RNA-seq analyses (Table S1) revealed that the cadherin signaling pathway (P00012) was also the most enriched in the set of genes down-regulated in these cells (Table 1). In addition to a decrease in CDH1 expression, RNA-seq analysis also showed a reduced expression of CDH2 and 19 genes encoding protocadherins. 

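CDH1 (ENSG00000039068.18), on chromosome 16 of hg38 from 68737225 to 68835548, fell from 854.1 ± 11.95 CPM in wild type cells to 317.7 ± 21.81 in HSF1-pLVX cells (SD, n = 2 each). Its log2 fold change was -1.43 with a standard error of 0.143 (adjusted p = 1.46e-22, edgeR's quasi-likelihood test). CDH2 (ENSG00000170558.8), on chromosome 18 from 27950966 to 28177446, fell from 26.31 ± 1.134 to 0.9142 ± 0.5098 CPM, a log2 fold change of -4.80 with a standard error of 0.199 (adjusted p = 1.23e-124 in the same test). With each library left out in turn, the log2 fold change lay between -1.50 and -1.35 for CDH1 and between -5.55 and -4.35 for CDH2. Without the block, the adjusted p was 1.50e-08 for CDH1 and 1.45e-10 for CDH2.
Of 39 protocadherin genes tested, 29 were lower and 1 was higher in HSF1-pLVX cells at an adjusted p of 0.05, and 27 were at least 2-fold lower. The number lower was between 27 and 29 under the other normalizations. The study's rule was passed downwards by 20 protocadherin genes on the deposited normalized values. Adjusted over the list of cadherin superfamily genes alone, 36 of 59 genes were lower and 10 higher, the same numbers as after adjustment over all genes tested. The genes of the 3 protocadherin clusters lie side by side on chromosome 5. In the PCDHA cluster 7 of 8 tested genes were lower, in the PCDHB cluster 8 of 9 and in the PCDHG cluster 12 of 19. The median log2 fold change was -2.29 for the PCDHA genes, -1.84 for the PCDHB genes and -1.23 for the PCDHG genes. Outside the clusters, PCDH1 and PCDH7 fell, with log2 fold changes of -1.44 and -1.82, while PCDH12 had one of 0.63 that was not past the threshold (adjusted p = 9.45e-02, edgeR's quasi-likelihood test). The gene that rose was PCDHGB7 (log2 fold change 1.38, standard error 0.498), with between 5 and 24 counts per library. Single genes of the PCDHA and PCDHG clusters share their last exons with their neighbours and members of all clusters are similar in sequence, so the counting could split their reads and their values are uncertain. Other members of the superfamily rose, among them CDH13 with a log2 fold change of 2.48 (standard error 0.112) and CDH3 with one of 0.83 (standard error 0.143), both named after their values were seen.

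**Figure D1:**
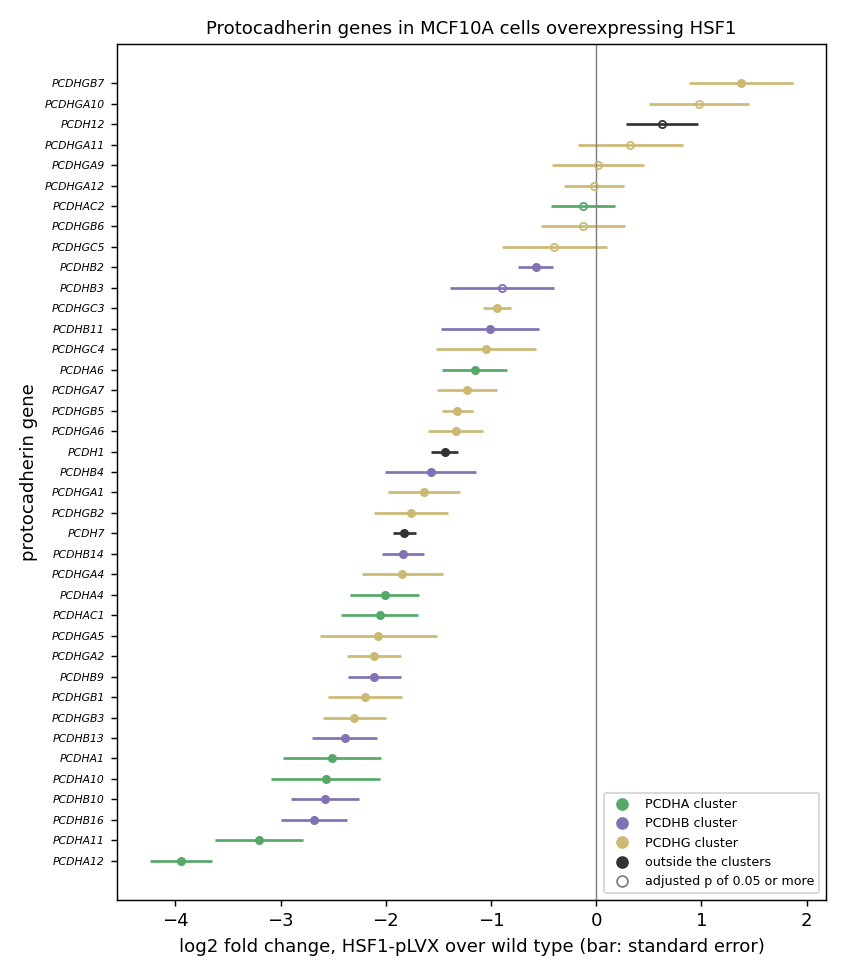
Log2 fold change of the 39 tested protocadherin genes in HSF1-pLVX over wild type MCF10A cells, 1 gene per row. Bars are the standard errors of the edgeR fit over 2 libraries per variant. They rest on the spread shared between genes and do not show the scatter of each gene's own libraries. Colors mark the gene cluster and open circles mark genes with an adjusted p of 0.05 or more. The values run from -3.95 for PCDHA12 to 1.38 for PCDHGB7.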

Among the genes most severely affected in cells with HSF1 overexpression were many genes encoding cell adhesion or cytoskeleton-organizing proteins (e.g., *GJA5*, *NID2*, *TUBA1A*, *MFAP5*, *TAGLN* were inhibited; *TTC25*, *CADM3*, *IQGAP2*, *SDK2*, *CEACAM6*, *FAT2* were up-regulated; Table S1). On the other hand, the down-regulation of HSF1 in MCF12A cells was accompanied by increased CDH1 expression and a slight reduction in the SNAI2 level, while the VIM and CTNNB1 levels were not changed (Figure 3a). 

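Among the genes that fell, GJA5 (chromosome 1 of hg38, 147756199 to 147773362) went from 199.2 ± 4.841 CPM in wild type cells to 2.287 ± 1.384 in HSF1-pLVX cells (SD, n = 2 each), a log2 fold change of -6.41 with a standard error of 0.151. Without HSF1-pLVX replicate 1 it was -7.24, and without HSF1-pLVX replicate 2 it was -5.92. NID2 (chromosome 14, 52004803 to 52069228) went from 60.69 ± 0.9609 to 0.3303 ± 0.03993 and TUBA1A (chromosome 12, 49184796 to 49189324) from 645.5 ± 22.74 to 9.722 ± 1.291. Their log2 fold changes were -7.49 and -6.05, with standard errors of 0.203 and 0.161. MFAP5 (chromosome 12, 8637346 to 8662888) and TAGLN (chromosome 11, 117199321 to 117204782) had log2 fold changes of -5.88 and -5.08. TUBA1A has close paralogs among the tubulin genes, whose reads the counting could split, so its value is uncertain to that extent.
TTC25 (chromosome 17, 41930635 to 41965651) rose from 0.2408 ± 0.03612 to 127.8 ± 4.236 CPM. Its wild type libraries held 5 and 4 counts, so the log2 fold change of 9.02 (standard error 0.205) rests on few counts on one side. FAT2 (chromosome 5, 151504093 to 151568944) rose from 27.01 ± 1.357 to 333.6 ± 3.828, a log2 fold change of 3.63 with a standard error of 0.128. The log2 fold change was 6.24 for IQGAP2, 5.06 for SDK2, 5.31 for CEACAM6 and 5.82 for CADM3, from wild type means of 0.2411, 0.8834, 0.3482 and 0.1598 CPM. CEACAM6 also belongs to a family of similar genes, and its value is uncertain for the same reason as that of TUBA1A. The value of CADM3 rested on 1 library, because wild type replicate 2 held 0 counts of it. Without wild type replicate 1 no wild type counts remained, so the fitted log2 fold change of 10.65 is not a measured fold. Without wild type replicate 2 the log2 fold change of CADM3 was 4.86. The changes in these 11 genes exceeded the spread between replicates, and the largest of their adjusted p-values in edgeR's quasi-likelihood test was the 3.07e-58 of CADM3. Over the alternatives, the adjusted p of CADM3 lay between 7.36e-74 and 6.75e-03, the latter under DESeq2's Wald test.

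**Figure D2:**
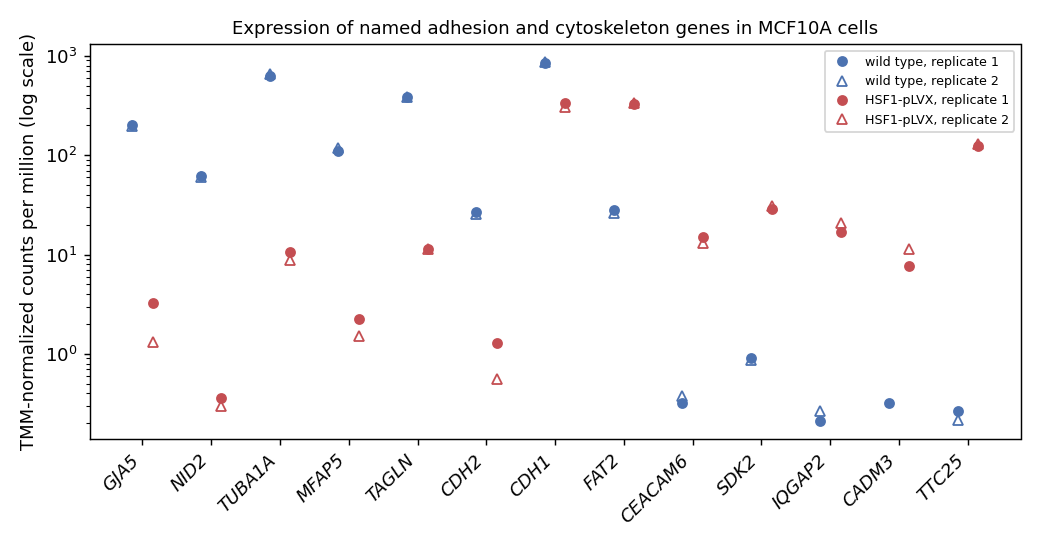
TMM-normalized counts scaled to a common library size (CPM), on a log scale, of 13 genes in the 4 libraries of MCF10A cells. Each point is 1 library, blue for wild type and red for HSF1-pLVX, with circles for replicate 1 and triangles for replicate 2. CADM3 in wild type replicate 2 is at 0 and cannot be drawn. For each gene the libraries of a variant lie on the same side of those of the other variant.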

We also found a lower expression of CDH1, a cell–cell contact marker, in spheroids formed by MCF10A cells overexpressing HSF1. Moreover, even after 21 days of culture, they lacked a hollow lumen (such incomplete luminal development was considered a hallmark of a premalignant state [32]). In contrast, the control spheroids (wild type or with an empty vector) formed mature acini with a hollow lumen and well-distinguished CDH1 localization at cell–cell contacts (Figure 3e). In turn, MCF12A cells with reduced expression of HSF1 were characterized by a stronger expression of CDH1 in cell–cell contacts within the formed acini compared to control cells (Figure 3f).

To determine whether the observed changes in EMT marker levels (resulting from HSF1 overexpression or down-regulation) translate into the ability of cells to migrate, we performed the Boyden chamber assay. The number of migrating cells increased in the MCF10A cell population overexpressing HSF1 (Figure 3g) but did not change after HSF1 silencing in MCF12A cells. Additionally, the time required to detach HSF1-overexpressing MCF10A cells with trypsin was shorter than that required to detach the control cells. On the contrary, MCF12A cells with a reduced level of HSF1 needed more time to be detached than control cells (Figure 3h). These results indicate that the HSF1 level affects the adhesion of cells to the surface they grow on (the higher the level of HSF1, the weaker the adhesion of cells). The above-mentioned results indicate that HSF1 may affect some features associated with the plasticity of human mammary epithelial cells; in particular, its levels negatively correlate with CDH1 levels, which influence cellular interactions.

The acquisition of a mesenchymal-like phenotype via EMT in mammary epithelial cells and breast cancer cells has been proposed to generate stem cell features [33]. To characterize the changes in mesenchymal phenotype and stem cell characteristics associated with HSF1 levels, we first assessed the differentiation status of MCF10A and MCF12A cell variants with flow cytometry analysis using EPCAM and ITGA6, as these two markers can identify the four distinct cell populations of the human normal mammary gland [34,35] (Figure 4a). These analyses confirmed that the control (WT and those expressing pLVX or shCTRL) MCF10A and MCF12A cells had different phenotypes: MCF10A were enriched in the luminal progenitor population positive for EPCAM and ITGA6 (EPCAM^pos^/ITGA6^pos^), while MCF12A cells exhibited the basal phenotype (EPCAM^low^/ITGA6^pos^; Figure 4a). HSF1 overexpression in MCF10A cells was associated with a change in phenotype from luminal progenitors to basal-like (Figure 4a). On the other hand, the down-regulation of HSF1 in MCF12A cells (which were initially basal-like) led to the enrichment of the luminal progenitors’ subpopulation. Further analysis was performed to assess the CD44^pos^/CD24^neg^ profile, which is associated with the population of stem cell-like or cancer stem cell features [36]. Unlike MCF10A cells, which are mainly CD44^pos^/CD24^pos^, MCF12A cells exhibit the CD44^pos^/CD24^neg^ phenotype (Figure 4b), which is associated with a mesenchymal phenotype. Increasing HSF1 levels in MCF10A cells led to the acquisition of the CD44^pos^/CD24^neg^ subpopulation, while decreasing HSF1 levels in MCF12A cells led to the enrichment of the CD44^low^/CD24^pos^ subpopulation (which is frequently associated with a terminally differentiated luminal phenotype [37]) and decline in the CD44^pos^/CD24^low^ subpopulation. This indicates that HSF1 level may positively correlate with the acquisition of a mesenchymal phenotype and stem cell-like characteristics in human mammary epithelial cells. Thus, manipulating the levels of HSF1 might lead to the creation of some changes in the phenotype.

### 3.3. Higher HSF1 Levels in Triple-Negative Breast Cancer Cells Correlate with a More Invasive Phenotype

Taking into account our observation that HSF1 may play a role in the EMT of human mammary epithelial cells, we examined the correlation between HSF1 levels and the phenotype of breast cancer cells. We used several breast cancer cell lines (MDA-MB-468, BT-549, MDA-MB-231, CAL120 and HCC1395) originating from patients with triple-negative breast cancer (TNBC; negative for estrogen and progesterone receptors and HER2). Additionally, all these cell lines are characterized by wild-type BRCA1 [38]. Among them, MDA-MB-468 cells showed the lowest HSF1 level, while HCC1395 cells had the highest HSF1 level (Figure 5a). Only MDA-MB-468 cells expressed CDH1 (and lacked VIM and SNAI2) (Figure 5b) and showed the CD44^pos^/CD24^pos^ (epithelial-like) phenotype (Figure 5c). The other four cell lines lacked CDH1 expression but expressed VIM and SNAI2 (Figure 5b) and were also characterized with a predominant CD44^pos^/CD24^neg^ (mesenchymal) phenotype (Figure 5c). CTNNB1 and SNAI1 had a distinct expression in all cell lines tested (Figure 5b). The epithelial-like phenotype of MDA-MB-468 cells correlated well with the lowest ability to migrate in the transwell assay, while the highest ability was detected for BT549 cells (with the highest expression of VIM and SNAI2) (Figure 5b,d). Analyzing cell growth in Matrigel, we found that two cell lines with the highest HSF1 levels (BT-549 and HCC1395), although they differed greatly in their ability to migrate, both exhibited a stellate (invasive) phenotype (Figure 5f). MDA-MB-468 cells, possessing the lowest HSF1 level and being positive for CDH1 expression, showed the mass phenotype (less invasive). In general, the ability to migrate in the Boyden chamber correlated well with the levels of mesenchymal markers, while the transition from mass phenotype to the stellate phenotype correlated well with increasing HSF1 levels.

### 3.4. HSF1 May Affect the Invasive Phenotype of Triple-Negative Breast Cancer Cells

To test whether HSF1 can change the phenotype of breast cancer cells from epithelial-like toward mesenchymal, we constructed MDA-MB-468 cells with HSF1 overexpression (Figure 6a). The expression of CDH1, CTNBB1 or SNAI1 and the epithelial-like phenotype (CD44^pos^/CD24^pos^) did not change in these cells (Figure 6a,b). However, the number of migrating cells (Boyden assay) increased (Figure 6c), and these cells also formed more dispersed spheroids in Matrigel (Figure 6d), indicating the progression of cancer cell phenotype toward a more invasive one. It is worth noting that although we did not observe changes in CDH1 expression in cells grown in 2D conditions, weaker CDH1 expression was observed in cell–cell contacts in spheroids formed by MDA-MB-468 cells overexpressing HSF1 (Figure 6e).

Next, to study the effect of HSF1 inhibition on the viability and phenotype of the most mobile and invasive TNBC cells (i.e., BT-549; see Figure 5d,e), we used the Direct Targeted HSF1 InhiBitor (DTHIB [39]). The treatment of BT-549 cells for 48 h with DTHIB at a concentration below IC50 (which was set at 7.7; Figure 7a) led to a decrease in HSF1 levels (although these changes were not statistically significant; Figure 7b) with accompanying inhibition of heat-shock-induced HSPA1 expression by approximately 20% (Figure 7c). Growth inhibition through DTHIB was more effective in Matrigel than in 2D culture. At a concentration of 5 μM, no spheroids grew, while at a concentration of 2.5 μM (which did not affect growth in 2D culture), round, tight spheroids with a reduced elongated invasive body instead of stellate spheroids formed (Figure 7d). This suggests that DTHIB may be further tested in the treatment of TNBC.

## 4. Discussion

By studying the effect of HSF1 on the phenotype of non-tumorigenic mammary epithelial cells, we found that this factor could contribute to cell plasticity. By manipulating HSF1 levels in MCF10A and MCF12A cells used in our study, we showed that increased HSF1 levels correlated with the acquisition of mesenchymal cell characteristics, while lowering HSF1 levels could reverse this process. HSF1 overexpression or inhibition also affects the phenotype of triple-negative cancer cells, mainly their invasiveness in 3D culture. HSF1 is a well-known regulator of the cell response induced by proteotoxic stress (i.e., heat shock, exposure to heavy metals and others). Studies carried out on HSF1-deficient cells and mice revealed its role in different developmental processes associated with growth [40,41], fertility [13,42], immune response and inflammation [43,44]. Lack of HSF1 also makes mice partially resistant to neoplastic transformation, for example, driven by mutated HRAS (V12D) [45] or ERBB2 overexpression [10]. Delay in ERBB2/NEU (HER2)-induced breast tumor growth in *Hsf1*-/- mice may result from inhibited cell proliferation of mammary epithelial cells [10]. We also observed that a decrease in HSF1 levels inhibited the proliferation of MCF10A cells. However, the influence of HSF1 on cell plasticity highlights its role in breast morphogenesis and cancer development. Higher endogenous HSF1 levels observed in MCF12A cells (compared to MCF10A cells) correlated with an increased number of multi-acinar structures with an incomplete basement membrane formed in Matrigel. Such multi-acinar structures recapitulate some aspects of breast tissue hyperplasia [32,46]. Therefore, elevated HSF1 levels are likely relevant to the hyperplastic changes in the breast.

We showed that the mesenchymal phenotype resulting from HSF1 overexpression in human mammary epithelial cells is associated with enhanced migratory capacity, expression of vimentin and down-regulation of CDH1, and enrichment of the population of invasive mesenchymal CD44^high^/CD24^neg^ cells. Down-regulation of CDH1 is assumed to be the main signal initiating EMT. Its expression is repressed by several transcription factors, such as TWIST, SNAI1, SNAI2, E12/E47 and SIP1. Another mechanism can involve epigenetic mechanisms [47]. We assume that HSF1 can be directly involved in the *CDH1* gene regulation, since its promoter contains the HSF1 consensus binding site. However, HSF1 bound in the promoter has been shown to have an activating rather than a repressive function [44]. Therefore, we assume that HSF1-dependent inhibition may occur at the chromatin level, especially since it was demonstrated that HSF1 can participate in chromatin organization [17,44]. Importantly, HSF1 was shown to interact with MTA1 [48], a component of the NuRD complex that, in cooperation with SNAI1, represses *CDH1* expression [47]. It was also shown that HSF1 can induce EMT by binding to the *SNAI2* promoter (a known repressor of *CDH1* expression) and activating its transcription [9]. Nevertheless, the mechanism of the inhibition of CDH1 expression by HSF1 requires further studies.

EMT results in an increase in the phenotypic and functional cell diversity in the breast. It was shown that the acquisition of mesenchymal phenotypes via EMT is accompanied by stem cell-like characteristics with the CD44^pos^/CD24^neg^ or EPCAM^neg^/ITGA6^high^ phenotype [49,50]. The CD44^pos^/CD24^neg^ mesenchymal-like phenotype is also characteristic of cancer stem cells and is associated with invasive features of breast cancer malignancy. Similar gene expression profiles of CD44^pos^/CD24^neg^ cells from normal breast and breast tumors [51] indicate that branching in breast morphogenesis and invasion events in breast cancer progression may involve similar signaling pathways. Our data indicate that HSF1 may be involved in the molecular pathways, which link EMT to the acquisition of stem cell properties. The supportive role of HSF1 for the cancer stem cell (or stem cell-like) phenotype was already demonstrated in breast cancer [52], melanoma [16], gynecological cancer [53] and acute myeloid leukemia [54]. Additionally, several experimental models have demonstrated that a high level of HSF1 was required for EMT associated with the invasion and migration of human pancreatic cancer cells [55] or hepatocellular carcinoma cells [56]. Surprisingly, in our model, the increase in HSF1 expression did not affect the stem cell-like characteristics of MD-MB-468 breast cancer cells (which exhibit CD44^pos^/CD24^pos^) but facilitated their migration and growth in Matrigel. This shows that high levels of HSF1 can regulate several steps of the invasion cascade in cancer cells, which is not necessarily linked to the acquisition of the CD44^pos^/CD24^neg^ phenotype. Many experimental data indicate that HSF1 is indispensable for cancer cell migration and invasion, which plays an important role in cancer progression [55,57,58,59]. Importantly, we observed that inhibition of HSF1 using its specific inhibitor, DTHIB [39], reduced the proliferation of highly invasive BT-549 cells and their ability to invade Matrigel.

The important issue, which remains unresolved, is the regulation of HSF1 levels in cells. Analyses of HSF1 levels in murine tissues revealed a high expression in the testes and a weaker expression in the brain, ovary, heart, lung and spleen [60]. According to the Human Protein Atlas portal (proteinatlas.org), there is also variation in HSF1 levels in human tissues, with high expression in some regions of the brain, lung, testes and breast (and others) and lower expression in the liver and soft tissues. Early reports showed that human HSF1 is constitutively transcribed under non-shock conditions, and the level of mRNA did not change in heat-shocked HeLa cells compared to control ones [61]. Later data demonstrated increased levels of HSF1 mRNA in many cancer types [27,62], suggesting regulation of HSF1 expression at the transcriptional level. NOTCH binding to the HSF1 promoter was demonstrated in samples from patients with acute T-cell lymphoblastic leukemia, resulting in increased expression of HSF1 and its downstream effectors with subsequent activation of the cellular stress response machinery [63]. Additionally, five transcription factors, such as MYC, MXI1, MAX1, TAF1 and YY1, were found to bind around the transcription start site of the *HSF1* gene [64]. In particular, the MYC oncogene could be responsible for higher levels of HSF1 expression in tumors (according to the Human Protein Atlas, the expression levels of both genes in tumors correlate well with each other). HSF1 can also be up-regulated at the transcriptional level by NFE2L2 during oxidative stress, which is relatively higher in cancer cells [65]. However, HSF1 activation appears to be primarily regulated at the protein level [64,66]. HSF1 is a long-lived protein with a half-life of approximately 14–20 h, which allows it to exert an immediate cytoprotective effect [67]. The regulation of its activity is complex, can be cell-type specific and is not yet fully understood. It is possible that changes in HSF1 levels in mammary epithelial cells can promote gland differentiation during pregnancy and lactation. This may be one of the signaling mechanisms, which regulate the continued plasticity of the mammary epithelium, but cancer cells may exploit or corrupt it to support aberrant growth and progression toward invasion.

## 5. Conclusions

Heat shock factor 1 is a well-known regulator of cell response to environmental stress. We found that an increase in its expression may affect the intrinsic ability of human mammary epithelial cells to acquire mesenchymal characteristics. Elevated levels of HSF1 also positively correlate with invasive characteristics of triple-negative breast cancer cells. The use of DTHIB, a low-molecular-weight HSF1 inhibitor, significantly inhibits the growth of the highly invasive BT549 cell line in standard culture or Matrigel. We postulate that this inhibitor can be tested as an additional treatment for patients with TNBC.

## Figures and Tables

**Figure 1:**
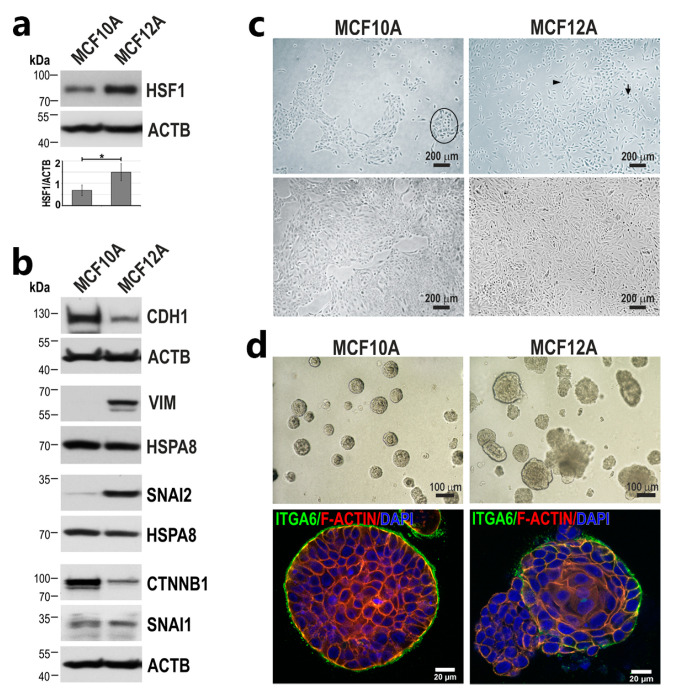
MCF10A and MCF12A cells derived from the breast tissue of patients with fibrocystic changes differ in HSF1 and EMT marker levels and morphology. (**a**) The expression of HSF1 and (**b**) EMT markers was assessed by Western blot. ACTB and HSPA8 were used as loading controls. The graph shows the results of densitometric analyses (n = 3). * *p* < 0.05 (significance of differences). (**c**) Morphology of cells in 2D culture: phase-contrast images of subconfluent (upper panel) and confluent cells (bottom panel). An example cluster of cells is marked with an ellipse; the arrow points to a round cell, and the arrowhead points to a spindle cell. Scale bar 200 µm. (**d**) Morphology of cells cultured in Matrigel: phase-contrast images (upper panel; scale bar 100 µm) and confocal images of spheroids stained for ITGA6, F-actin and DNA (bottom panel; scale bar 20 µm). Original western blots are presented in File S1.

**Figure 2:**
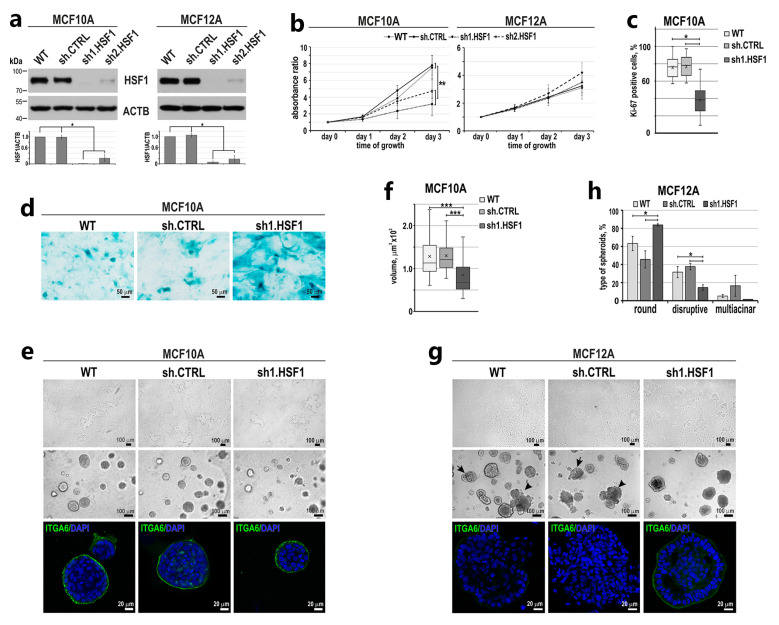
Effect of HSF1 down-regulation on the growth and ability to differentiate of MCF10A and MCF12A cells. (**a**) Western blot analysis of HSF1 expression in either unmodified (WT) cells and cells transduced with lentiviruses containing shRNAs: control (sh.CTRL) or targeting HSF1 (sh1.HSF1, sh2.HSF1). Actin (ACTB) was used as a protein loading control. The graphs below show the results of densitometric analyses (n = 3). (**b**) Proliferation rates (assessed with crystal violet staining) of MCF10A (n = 5) and MCF12A (n = 3) cell variants. (**c**) The number of Ki-67 positive cells in MCF10A cell variants (n = 3). (**d**) Senescence-associated β-galactosidase activity (yielding blue color) analyzed in MCF10A cell variants (n = 3). Scale bar 50 μm. Morphology of MCF10A (**e**) MCF12A (**g**) cell variants cultured in 2D (upper panels) and Matrigel (middle and bottom panels). Phase-contrast images (upper and middle panels; scale bar 100 µm) and confocal images of spheroids stained for ITGA6 and DNA (bottom panel; scale bar 20 µm). Arrows point to representative acini with disruptive morphology, and arrowheads indicate representative acini with multi-acinar morphology. (**f**) The volume of spheroids formed in Matrigel by MCF10A cell variants. Boxplots represent the median, upper and lower quartiles, maximum and minimum. Statistically significant differences between unmodified cells, cells with empty vector or cells overexpressing HSF1 are marked. (**h**) Morphology of spheroids formed by MCF12A cell variants was distinguished as normal, disruptive and multi-acinar, as described by Ref [20]. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05 (significance of differences). Original western blots are presented in File S1.

**Figure 3:**
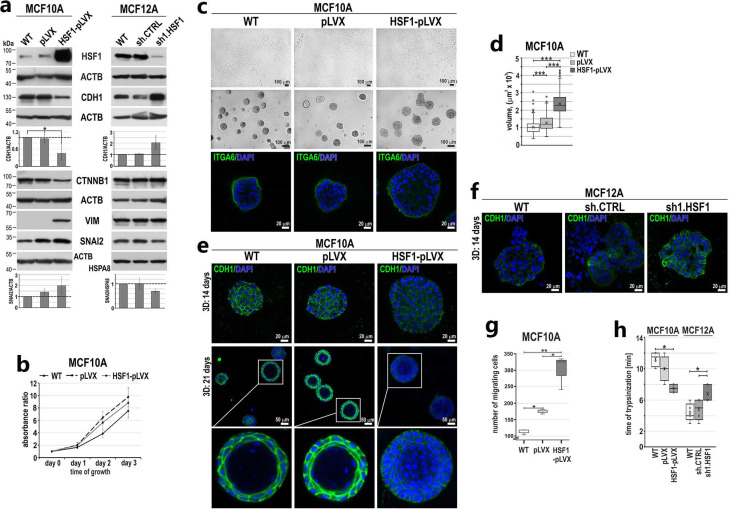
HSF1 levels affect the expression of EMT markers and phenotype of MCF10A and MCF12A cells. (**a**) Western blot analysis of HSF1 and EMT markers in cells with overexpression (MCF10A) or knockdown (MCF12A) of HSF1. WT, unmodified cells; pLVX or shCTRL, cells transduced with lentiviruses containing the empty vector or control shRNA; HSF1-pLVX or sh1.HSF1, cells transduced with lentiviruses containing the HSF1 cDNA or shRNA targeting HSF1. ACTB and HSPA8 were used as loading controls. Graphs show the results of densitometric analyses (n = 3). (**b**) Proliferation rates assessed through crystal violet staining in MCF10A cell variants (n = 5). (**c**) Morphology of MCF10A cell variants in 2D culture (subconfluent; upper panel) and Matrigel (middle and bottom panels). Phase-contrast images (upper and middle panels; scale bar 100 µm) and confocal images of spheroids stained for ITGA6 and DNA (bottom panel). (**d**) The volume of spheroids formed in Matrigel by MCF10A cell variants. Boxplots represent the median, upper and lower quartiles, maximum and minimum. (**e**,**f**) Confocal images of spheroids grown in Matrigel for 14 or 21 days and stained for CDH1 and DNA (scale bar 20 µm and 50 µm, respectively). (**g**) Migratory capacity of MCF10A cell variants analyzed with Boyden chamber assay (n = 3). (**h**) Time of cell detachment from the plastic surface by trypsinization. Boxplots represent the median, upper and lower quartiles, maximum and minimum. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05 (significance of differences). Original western blots are presented in File S1.

**Figure 4:**
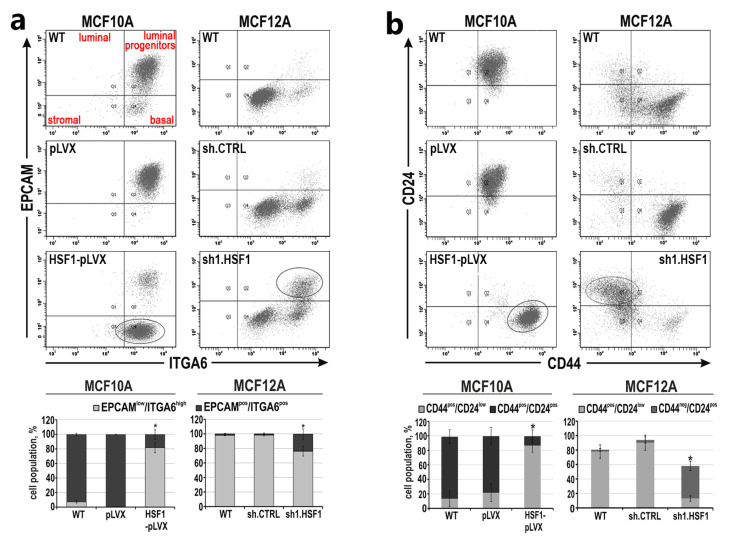
Mesenchymal and stem cell-like characteristics of MCF10A and MCF12A cell variants with altered HSF1 expression. (**a**) Subpopulations defined by expression of EPCAM and ITGA6 or (**b**) CD24 and CD44 using flow cytometry. The percentages of subpopulations shown in the bar graphs are the mean ± SEM of three independent experiments. Ovals point out cell populations, which are enriched when HSF1 expression levels are altered. * *p* < 0.05 (significance of differences).

**Figure 5:**
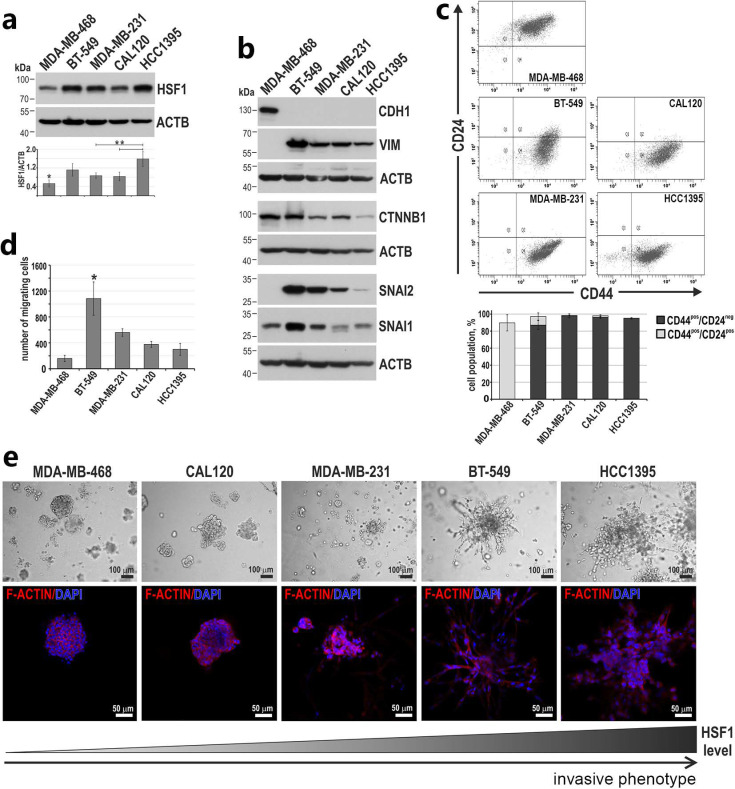
HSF1 levels in triple-negative breast cancer cell lines positively correlate with the acquisition of invasive phenotype in Matrigel. (**a**) Western blot analysis of HSF1 and (**b**) EMT markers. ACTB was used as a loading control. The graph shows the results of the densitometric analyses (n = 3). (**c**) Subpopulations defined by the expression of CD24 and CD44 using flow cytometry. The percentages of subpopulations shown on the bar graphs are the mean ± SEM of three independent experiments. (**d**) Cell migration ability analyzed using the Boyden chamber assay (n = 3). (**e**) Morphology of cells grown in Matrigel (ranked from most regular to most diffuse). Phase-contrast images (upper panel) and confocal images of spheroids stained for F-actin and DNA (bottom panel). ** *p* < 0.01, * *p* < 0.05 (significance of differences). Original western blots are presented in File S1.

**Figure 6:**
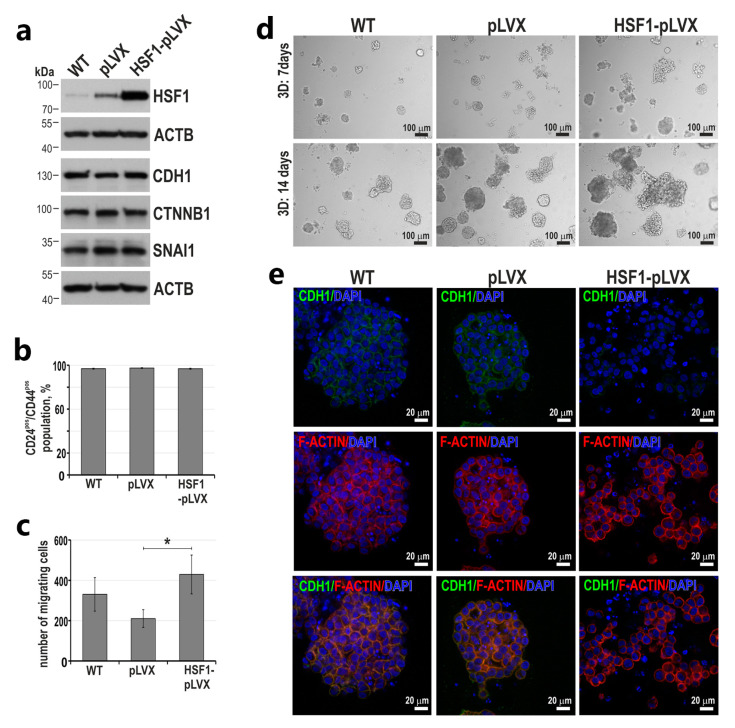
Characterization of MDA-MB-468 cells overexpressing HSF1. (**a**) Western blot analysis of HSF1 and EMT markers. WT, unmodified cells; pLVX, cells transduced with lentiviruses containing the empty vector; HSF1-pLVX, cells transduced with lentiviruses containing the HSF1 cDNA. ACTB was used as a loading control. (**b**) Percentages of the CD24+/CD44+ subpopulations in cell variants defined by flow cytometry (the mean ± SEM of three independent experiments). (**c**) The cell migration ability was analyzed with the Boyden chamber assay (n = 3). * *p* < 0.05 (significance of differences). (**d**) The morphology of cell variants grown in Matrigel for 7 or 14 days; phase-contrast images (scale bar 100 µm). (**e**) Confocal images of spheroids grown in Matrigel for 14 days and stained for CDH1, F-actin and DNA (scale bar 20 µm). Original western blots are presented in File S1.

**Figure 7:**
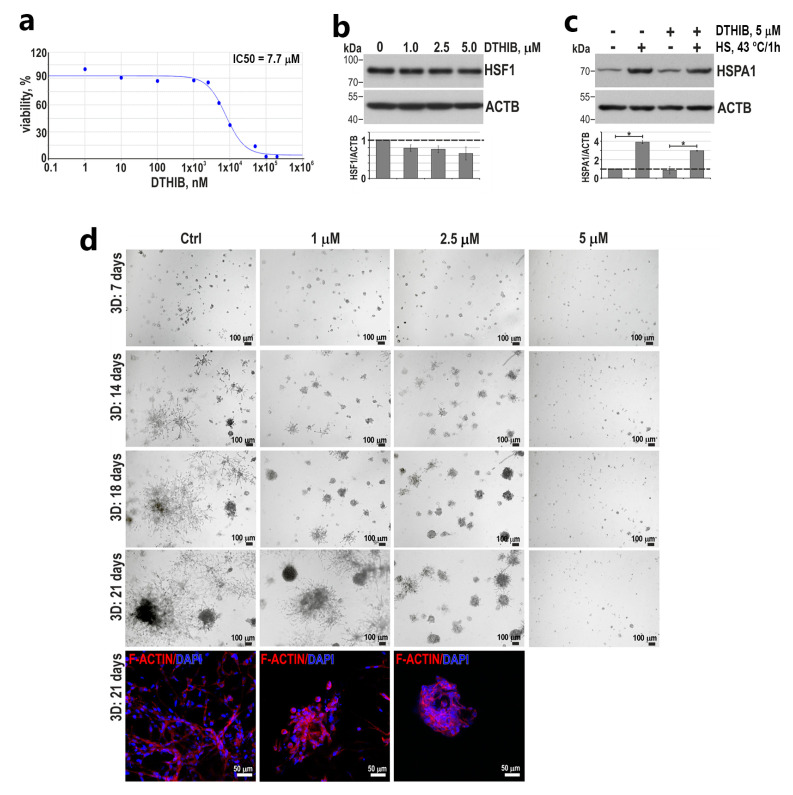
The effect of HSF1 inhibitor, DTHIB, on BT-549 cell proliferation and growth in Matrigel. (**a**) Viability of cells treated with DTHIB for 72 h and assessed with MTS. IC50 plots and values were generated with the Quest Graph IC50 Calculator. (**b**) Western blot analysis of HSF1 expression in cells treated with DTHIB for 48 h. ACTB was used as a loading control. The graphs below show the results of densitometric analyses (n = 3). (**c**) Western blot analysis of HSPA1 expression in cells pretreated with 5 μM DTHIB for 48 h before heat shock (HS, 43 °C for 1 h and recovery at 37 °C for 6 h). ACTB was used as a loading control. The graph shows the results of densitometric analyses (n = 3). * *p* < 0.05 (significance of differences). (**d**) The morphology of cells grown in Matrigel for 7–21 days in the presence of DTHIB; phase-contrast images. The bottom panels present the confocal images of spheroids grown in Matrigel for 21 days and stained for F-actin and DNA (scale bar 50 µm). Original western blots are presented in File S1.

**Table 1:** The enrichment of pathways in sets of genes down-regulated and up-regulated at least two-fold (RNA-seq analysis) in MCF10A cells overexpressing HSF1 in relation to wild-type cells was tested in PANTHER Pathways using the PANTHER Overrepresentation Test (PANTHER version 17.0 released 22 February 2022). Test Type: FISHER; Correction: FDR.

PANTHER Pathways	No. of Genes in the Reference Set	No. of Affected Genes		Fold Enrichment	Raw *p*-Value	FDR
		Observed	Expected			
Down-regulated (total: 1397)						
Cadherin signaling pathway (P00012)	166	33	11.14	2.96	2.98 × 10^7^	2.39 × 10^5^
Alzheimer disease–presenilin pathway (P00004)	131	24	8.79	2.73	3.81 × 10^5^	2.03 × 10^3^
Wnt signaling pathway (P00057)	314	40	21.08	1.90	3.50 × 10^4^	1.40 × 10^2^
Up-regulated (total: 1106)						
Serine glycine biosynthesis (P02776)	6	4	0.32	12.31	1.13 × 10^3^	3.63 × 10^2^
DNA replication (P00017)	29	13	1.57	8.28	1.03 × 10^7^	1.64 × 10^5^
p53 pathway feedback loops 2 (P04398)	51	10	2.76	3.62	1.02 × 10^3^	4.06 × 10^2^
p53 pathway (P00059)	89	14	4.82	2. 90	7.89 × 10^4^	4.21 × 10^2^
Up- and down-regulated (total: 2503)						
DNA replication (P00017)	29	13	3.51	3.70	3.28 × 10^4^	1.31 × 10^2^
Alzheimer disease–presenilin pathway (P00004)	131	34	15.86	2.14	2.06 × 10^4^	1.65 × 10^2^
Cadherin signaling pathway (P00012)	166	40	20.09	1.99	2.53 × 10^4^	1.35 × 10^2^

## Data Availability

The data presented in this study are openly available in the NCBI GEO database, acc. no. GSE241795.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15204965/s1, Table S1: List of genes identified in RNA-seq as up-regulated and down-regulated (at least two-fold) in MCF10A cells overexpressing HSF1 in relation to wild-type cells. Normalized expression values and fold changes are shown in Excel document. File S1: Original western blots.

# Supplementary material for: An Increase in HSF1 Expression Directs Human Mammary Epithelial Cells toward a Mesenchymal Phenotype
**Source:** Cancers (Basel). 2023 Oct 12;15(20):4965. doi: 10.3390/cancers15204965

An increase in HSF1 expression directs human mammary epi-thelial cells toward a mesenchymal phenotype.

## Original Images for Blots

Fig.1a.

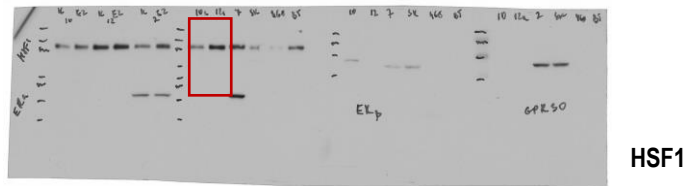

HSF1

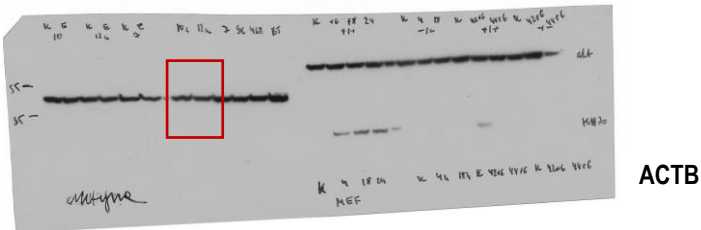

ACTB

Fig.1b.

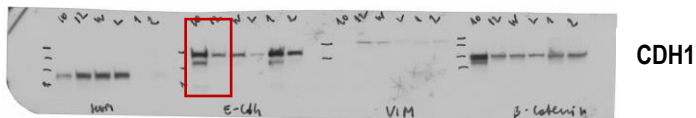

CDH1

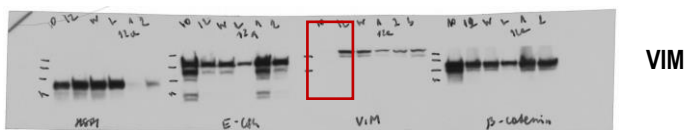

VIM

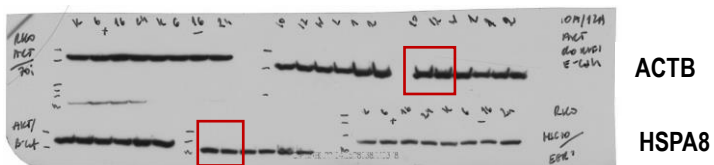

ACTB

HSPA8

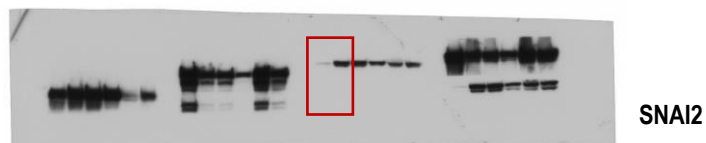

SNAI2

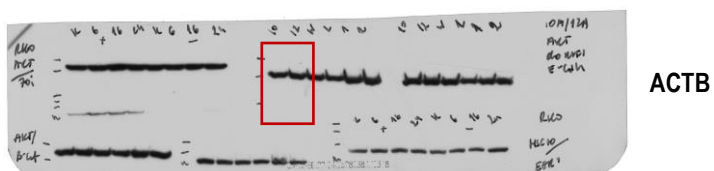

ACTB

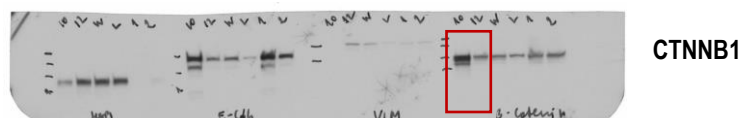

CTNNB1

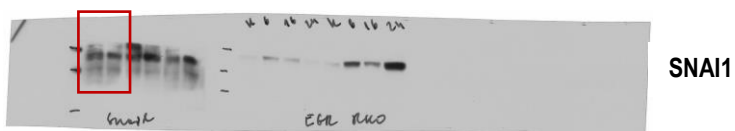

SNAI1

Fig.2a.

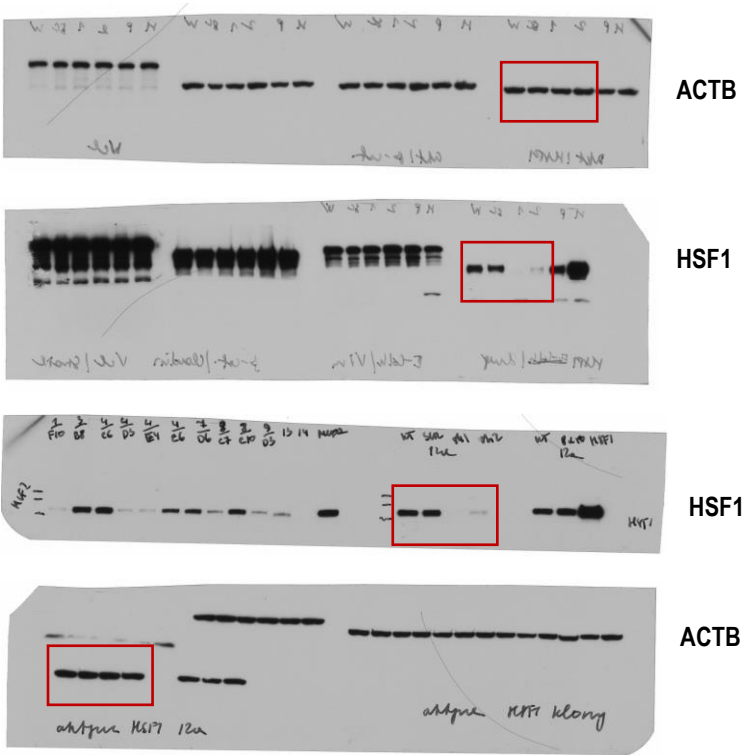

Fig.3a

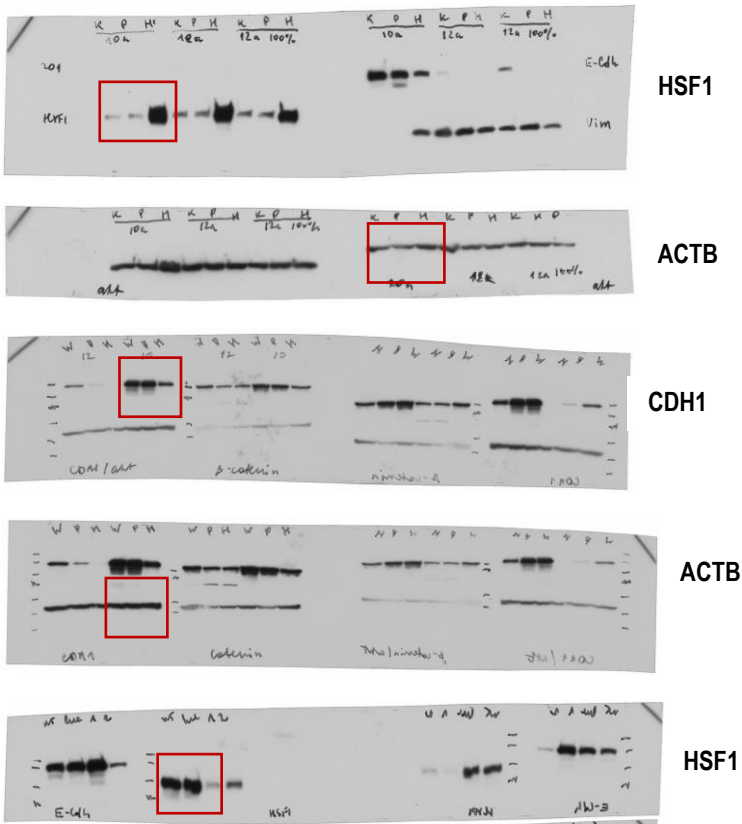

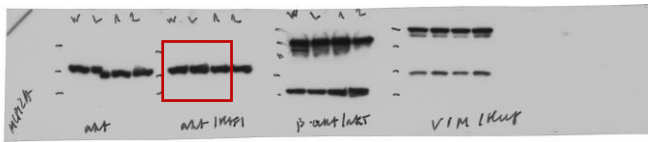

ACTB

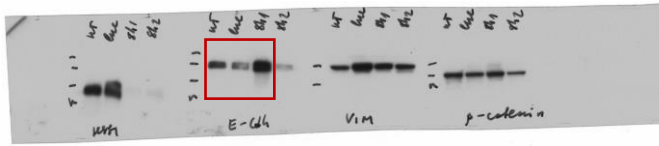

CDH1

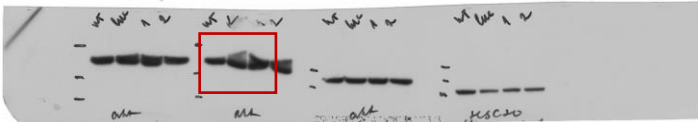

ACTB

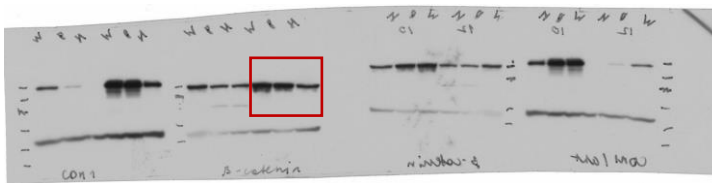

CTNNB1

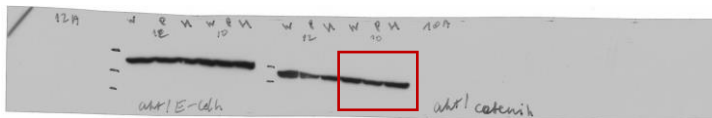

ACTB

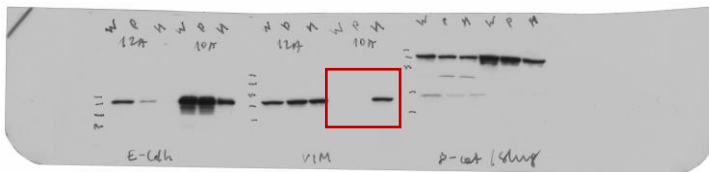

VIM

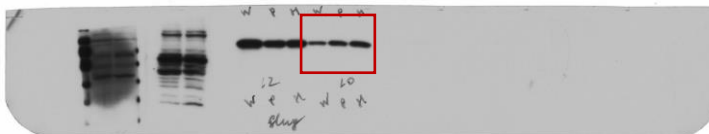

SNAI2

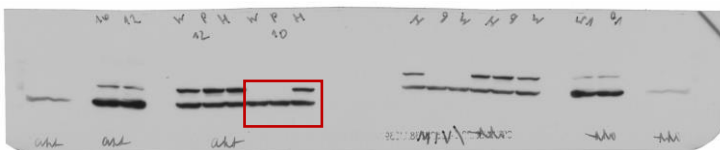

ACTB

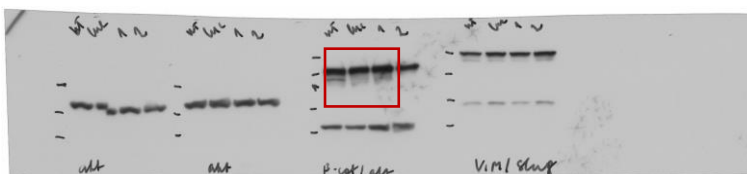

CTNNB1

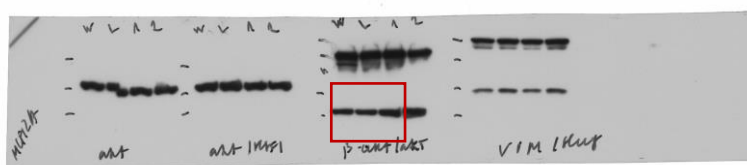

ACTB

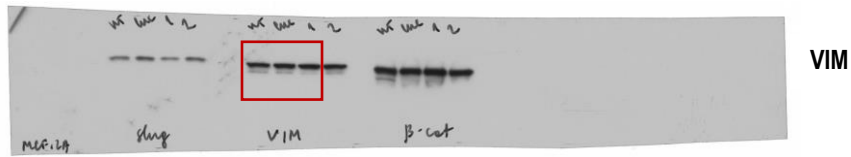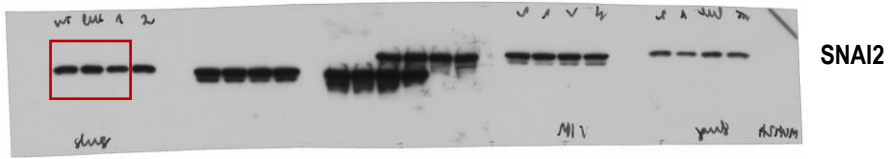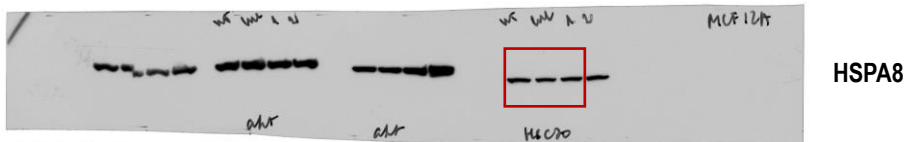

Fig.5a

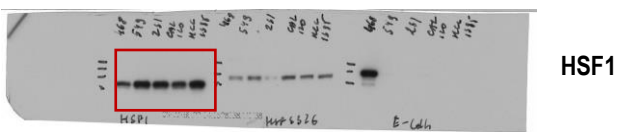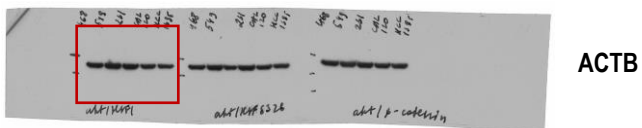

Fig.5b

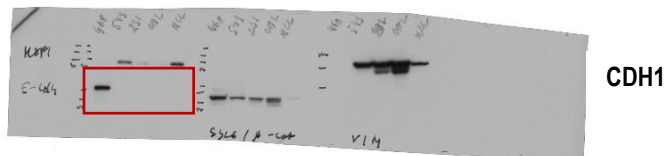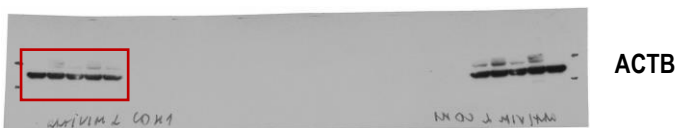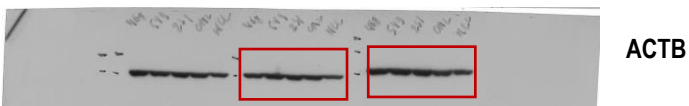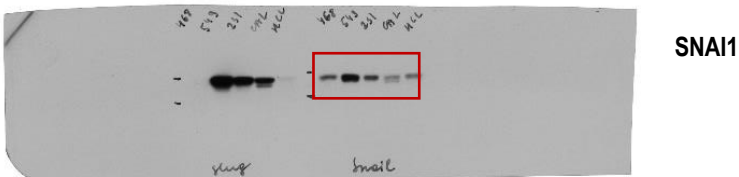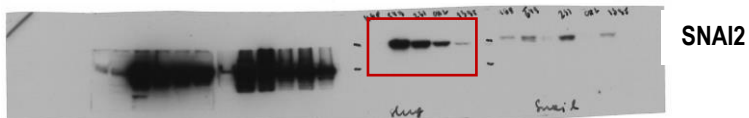

Fig.6a.

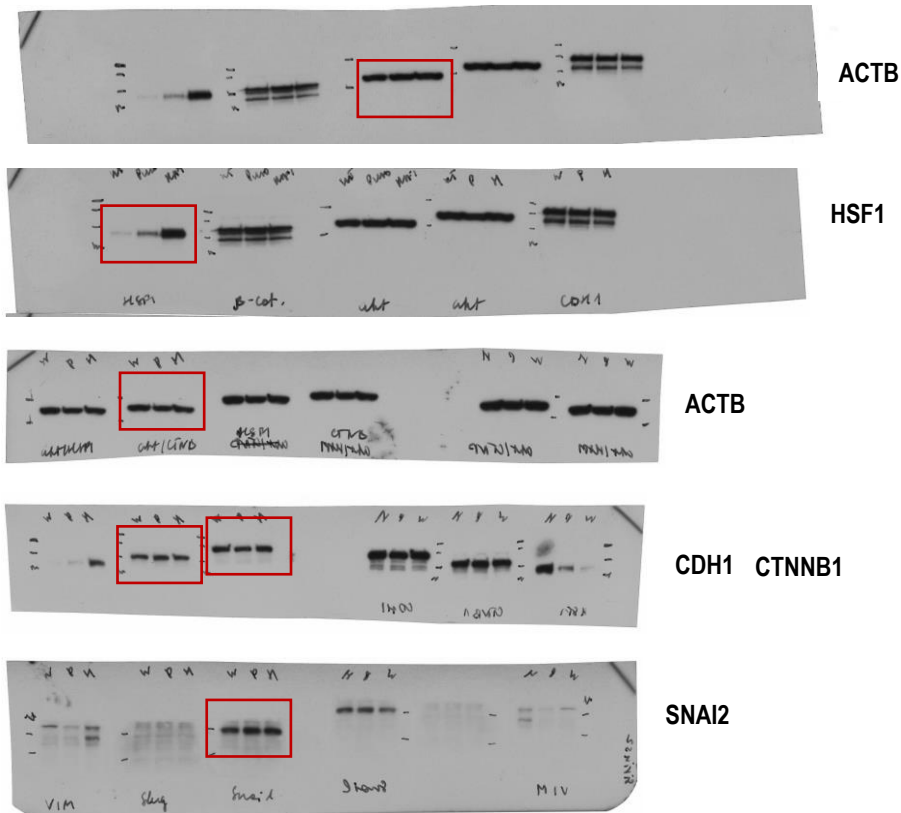

Fig.7b

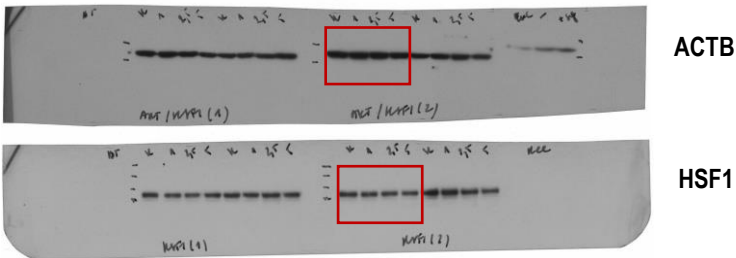

Fig. 7c

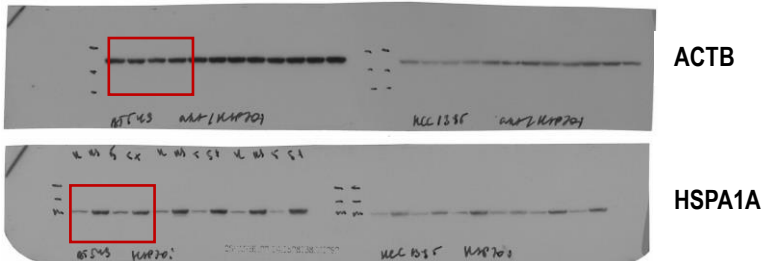

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

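RNA-seq libraries of MCF10A cells, 2 of wild type cells and 2 of cells overexpressing HSF1 from the pLVX vector, were analysed from the authors' processed files. Samples were assigned to variants and replicates by their labels, which name the variant and the replicate number, and every column of sample values was assigned. The labels and the paper give no further batch.

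The authors deposited raw counts per gene, made by aligning paired-end reads to hg38 with hisat2, processing them with Samtools and counting them with FeatureCounts. The values are in counts of reads or read pairs per gene, and CPM stands for TMM-normalized counts scaled to a common library size. The count table covers 63856 genes of GENCODE release 26, of which 5637 lie on contigs outside the main chromosomes. The strand, overlap and multi-mapping settings of the counting are not stated in the paper's text. The counts were used as deposited. The authors' second table holds log2-like values normalized with DESeq2, with a floor of 3.118 where a library has 0 counts. These were used only for the study's ratio rule. The transformation behind them is not stated in the paper's text. DESeq2's blind variance-stabilizing transformation was applied to the whole count table. Each value of the 22321 rows lay within 5.8e-05 of the nearest transformed value of the same library. The count of that nearest value was taken as the count behind the row, and a match gene by gene was not checked.

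Gene identifiers were given symbols from GENCODE release 44, replaced by the older symbol that the authors' table uses where RefSeq lists it as a synonym. In total 40559 identifiers were named, and 14497 of the 15830 tested genes. Coordinates are those of the count table on hg38, from the first to the last counted base of each gene.

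Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with its defaults, quasi-likelihood test with the replicate number as a block). P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p of 0.05, with a log2 fold change beyond 1 added where a 2-fold change is named. The block was chosen because the study takes its ratios within replicate number. Neither the paper nor the labels say that a number marks a shared culture or day. The correlation of same-numbered deviations from the group means was 0 over all 15830 tested genes and -0.111 over the 9495 genes above 8 CPM. The TMM factors ran from 0.9635 to 1.04. The common biological coefficient of variation was 0.0787. With the block, edgeR's estimate of the prior degrees of freedom was infinite, and without it the estimate was 11.9. The very small p-values and the standard errors of the blocked fit therefore rest on a spread shared by genes of similar expression.

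The replicates were compared before use. A chi-square test of the counts of a replicate pair gave 6.623 per degree of freedom for wild type and 8.041 for HSF1-pLVX cells, so the libraries of a pair differ by more than sampling noise. Library totals were between 18688109 and 24184285 counts. The 10 most abundant genes took between 8.66 and 10.8% of the counts. A group whose libraries all hold 3 counts or fewer of a gene is treated as being at the floor, and the fold is then given as a lower bound against 3 counts per library. This bound covers counting error only.

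Lists of genes were tested with two-sided Fisher's exact tests, with limma 3.58.1 (fry on voom values) and DESeq2 1.42.0 as alternatives. The rule for naming genes was set before the data were examined. It covers the genes the paper names for MCF10A cells and the protocadherin and other listed genes. It also covers the 5 largest rises and falls among called genes, by fitted log2 fold change. These genes had to move the same way in both replicate pairs and have at least 50 counts in every library of the higher group. The alternatives covered normalization, the filter on low counts, the test, the block, the threshold, each library left out in turn, the background and call of the list tests, and the values and rule behind the study's ratios. Further alternatives added after seeing the data were the crossed pairing, a correction for GC content and length, the authors' deposited normalized values for single genes, other calls for the protocadherin genes, protein-coding members of the cadherin list, a background of genes with a symbol, and fry without the block. GC content was known for 98.1% of tested genes. The test was tried on simulated counts of about 15028 genes with 200 changed in 3 draws. It recovered 94.8% of them, and 5.3% of its calls were false with the block and 4% without it. Every simulated gene was given the shared trend of spread, which the blocked fit assumes, and the changed genes moved at least 2-fold. In the real data 65.1% of tested genes were called. These rates therefore do not show how many of the real calls are false.

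The PANTHER lists, Western blots, flow cytometry and experiments on other cell lines were not analysed here.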

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

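The tests of shared reads, of scaling and of other cells were chosen after the results were seen. The tests of GC content, of whole chromosomes and of neighbours of TTC25 were written before their values were seen.

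Among the 5 largest rises and 5 largest falls by fitted log2 fold change, 9 genes are not discussed in the paper's text. Where a group was at the floor, the fitted value is not a measured fold and only the bound is given. Ranked by these bounds, the largest changes could be other genes. CYP4F29P, a pseudogene, had 0 counts in both wild type libraries and was at least 149-fold higher in HSF1-pLVX cells. ADH1B was at least 22.9-fold and FRG1 at least 22.4-fold higher. The bound of ADH1B rests on 60 and 99 counts in HSF1-pLVX replicates 1 and 2, and without HSF1-pLVX replicate 2 it was 14.9-fold. NGFR rose by a log2 fold change of 7.02. In the other direction, PSG6 was at least 257-fold lower, REEP1 at least 176-fold, KRT34 at least 158-fold, CNTN3 at least 78.2-fold and DIRC3 at least 68.3-fold lower. CYP4F29P is related to other CYP4F genes and FRG1 to similar copies, whose reads the counting could split, so their values are uncertain. Under DESeq2's Wald test with the replicate block, ADH1B and FRG1 were no longer called, with adjusted p-values of 7.26e-02 and 7.28e-02. Under the other alternatives that keep all libraries the largest was 6.44e-06 for ADH1B and 6.35e-06 for FRG1.

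PSG6 belongs to the pregnancy-specific glycoprotein genes, a family of paralogs. All 7 tested PSG genes were at least 2-fold lower, a family singled out after its values were seen. If reads had only been split differently between paralogs, their summed counts would not fall. Summed over the 10 PSG genes of the table, they were 0.00983 of the wild type level in HSF1-pLVX cells, which argues against that explanation. A response to HSF1 and other differences between the cultures stay open.

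Lists the study did not test also moved. Of 23 YAP and TAZ targets tested, 12 were at least 2-fold lower (Fisher's exact test, adjusted p = 0.000102), of 25 epithelial markers 15 (adjusted p = 1.12e-06) and of 20 mesenchymal markers 10 (adjusted p = 0.0005). Of these lists, 12, 14 and 12 genes are in Table S1, which had been read before the lists were written. Under fry with the replicate block the adjusted p-values were 0.0709, 0.0709 and 0.0868, and under fry without the block, chosen after seeing the data, 0.00786, 0.00786 and 0.00926. Whether the lists pass the threshold when the correlation between genes is kept thus depends on the block. A fall in both epithelial and mesenchymal markers was not weighed by the study as a set. Fibroblast-like cells in the wild type cultures alone would lower all abundant fibroblast transcripts in HSF1-pLVX cells, but VIM rose by 1.99 on the log2 scale, DCN was at least 25.3-fold higher and COL1A1, at 8.79 ± 2.26 CPM in wild type and 9.963 ± 1.063 in HSF1-pLVX cells (SD, n = 2), did not change detectably. FN1, the most abundant of the fallen markers named here, fell by 2.39. Of the 20 genes, 4 are also in another list. This argues against such cells as the whole cause.

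The number of genes past 2-fold, 4586 in both directions, was weighed against technical explanations. It was 4377 after trends with GC content and length were removed in the blocked fit, and 4569 with library size as the only normalization, so neither trend nor scaling accounts for it. The largest shift of a chromosome's median from that of all genes was 0.126 (chromosome 21), under the 0.4 set in advance for a gained copy, and 245 of 1000 shuffles of the genes gave one as large. Whole chromosomes gained or lost in one population are thus argued against, while changes of smaller regions were not tested. One explanation cannot be told apart from an effect of HSF1: the vector, its selection or the separate culture of the cells, because the number of empty-vector libraries analysed here was 0.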

How the results depend on the processing

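The alternatives were set before the data were examined, apart from those named as added. HSF1 stayed higher under all of them, with log2 fold changes from 2.31 to 2.41. None of the 36 other single genes followed changed direction, and 2 calls were lost, both under DESeq2's Wald test (ADH1B and FRG1, where the wild type libraries hold 0 counts). With each library left out in turn, which gives values with no test, 34 of 144 single-gene values moved by more than the spread between replicate pairs.

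The number of genes called higher was 3318 with DESeq2's Wald test and the replicate block against 5138 in edgeR, of which 3317 genes were shared. The cause was not tested. The other counts of differentially expressed genes stayed within 1.5 times under every alternative. Without the replicate block, 5175 genes were higher and 5253 lower, and the Fisher's exact tests of the lists and the single genes followed stayed on their side of the threshold, whereas the rotation test of the lists depended on the block. Deviations of same-numbered libraries correlated at -0.111 over genes above 8 CPM, so the crossed pairing, chosen after seeing the data, was also fitted. It called 5429 genes higher and 5487 lower. Library size as the only normalization moved the share of lower genes among those past 2-fold from 48.4 to 44.9%.

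The median log2 fold change of the genes at least 2-fold lower ran from -1.82 to -1.66 with libraries left out, and that of the genes at least 2-fold higher from 1.51 to 1.58. The alternative that moved both medians most was at least 10 counts in every library. It gave -1.53 for the lower and 1.40 for the higher genes, outside these ranges. For the EMT transcription factors the median of 0.60 fell to 0.24 without wild type replicate 1 and rose to 0.94 without wild type replicate 2, so single libraries decide it.

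The numbers past the study's rule stayed within 1.5 times, from 1032 to 1631 rows up-regulated and from 1338 to 2053 down-regulated, and with 1 replicate pair alone they were 1442 and 1551 up-regulated and 1752 and 1858 down-regulated. The number of protocadherin genes called higher, 1 in the main fit, was 0 under DESeq2's Wald test and 0 under the study's rule. With at least 10 counts in every library it was also 1, but for a different gene. PCDHGB7, with 5 and 8 counts in wild type replicates 1 and 2, does not pass that filter. Protocadherin genes called lower numbered between 20 and 30. With the protocadherin genes included, the cadherin superfamily stayed enriched among lower genes in every Fisher's exact test run, with p between 9.75e-14 and 9.15e-06. Without them the enrichment was lost (Fisher's exact test, p = 0.187). Fry, which does not compare the set with other genes, gave p-values up to 0.00598.

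Under limma's fry with the replicate block, the rise of DNA replication and of serine and glycine synthesis and the fall of Wnt, YAP and TAZ and epithelial lists had an adjusted p of 0.0709, and the fall of mesenchymal markers one of 0.0868. Over the alternatives the adjusted p of these lists ran up to these values, or to 0.204 for Wnt, from 3.88e-31 for DNA replication, 2.07e-05 for serine and glycine synthesis, 0.000478 for Wnt, 9.11e-08 for YAP and TAZ, 3.02e-10 for epithelial and 3.6e-05 for mesenchymal genes. Under fry without the replicate block, chosen after seeing the data, all 6 were past the threshold, with values from 0.00387 to 0.00926, and the rise of EMT transcription factors (0.0222) and of heat shock genes (0.0099) came past it. The blocked fit has 1 residual degree of freedom. Without a fold limit, the Wnt list was no longer enriched among lower genes (0.204), heat shock genes became enriched among higher genes (0.0344), and YAP and TAZ targets (0.0332) and epithelial markers (0.000407) became depleted among them. With no filter other than 1 count, p53 targets became enriched among lower genes (0.0194) and the depletion of DNA replication genes among lower genes was lost (0.0868). The cause of these changes was not tested.

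In list tests that were not past the threshold either way, the direction reversed: without the filter on low counts for EMT transcription factors lower (0.731), heat shock genes lower (0.823), mesenchymal markers higher (1) and p53 targets higher (0.823), with 10 counts in every library for EMT transcription factors lower (1), without a fold limit for Wnt higher (0.657) and p53 targets higher (0.644), and under the study's rule for mesenchymal markers higher (0.825). Genes with few counts limit the fold changes: the wild type libraries held 5 and 4 counts of TTC25, 4 and 5 of IQGAP2 and 6 and 0 of CADM3.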

Differences from the paper's values

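The number of protocadherin genes with reduced expression was 29 at an adjusted p of 0.05, against the paper's 19 in its text. The paper's Table S1 lists 20 protocadherin genes among the down-regulated. Of the alternatives set before the data were examined, library size as the only normalization (27), at least 10 counts in every library (22), DESeq2's Wald test (23) and an adjusted p of 0.01 (27) came within 1.5 times of it, while DESeq2's size factors (29), no filter other than 1 count (30) and no replicate block (29) did not. With a correction for GC content and length the number was 29, with a 2-fold limit 27 and under the study's own rule 20, settings chosen after seeing the values.

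The log2 fold changes of 9 of the 18 named genes listed in Table S1 differ from the paper's by more than the spread between replicate pairs. This spread is the SD of 2 values and can be near 0 by accident. The pairs of TAGLN gave -5.021 and -5.025, so it is listed although its difference lies within its standard error of 0.141. GJA5, with -6.41 here and -6.06 in the paper, is not listed because its pairs gave -5.753 and -6.762. Here and in the paper, as log2 of its mean fold change, they were -4.80 and -4.07 for CDH2, -7.49 and -5.96 for NID2, -5.88 and -5.44 for MFAP5, -5.08 and -5.01 for TAGLN, 9.02 and 7.16 for TTC25, 5.82 and 4.197 for CADM3, 6.24 and 4.44 for IQGAP2, 5.06 and 4.21 for SDK2, 5.31 and 3.85 for CEACAM6. None of the alternatives set before the data were examined that use all 4 libraries brought CDH2, NID2, TTC25, IQGAP2, SDK2, CEACAM6, CADM3 or TAGLN within that spread. For MFAP5, library size as the only normalization did. CDH2 and MFAP5 came within it without HSF1-pLVX replicate 2, and CADM3 and MFAP5 without wild type replicate 2. Taken on the authors' deposited normalized values, a setting chosen after seeing the values, the log2 fold changes of all 18 genes equal the paper's. 

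The paper's Table 1 lists p53 pathways as enriched among the up-regulated genes. Of the 32 p53 targets tested here, a different list, 3 were at least 2-fold higher (Fisher's exact test, adjusted p = 0.793).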

Other observations

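The test of neighbours of TTC25 and that of GC content for DNA replication were written before their values were seen. The tests of protocadherin exons and of summed protocadherin counts were chosen after.

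The rise of TTC25 may have a local cause, such as insertion of the vector or a gained copy near the gene. If so, the nearest tested neighbours would rise too. On one side ACLY and on the other CNP are the nearest. The lower of their log2 fold changes was -0.6072, so the neighbours did not rise together, which argues against a gained copy of the region. Insertion acting on TTC25 alone was not tested.

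The fall of protocadherin genes could come from reads split between genes that share 3' exons. The PCDHB genes share no exons with their neighbours, and their median log2 fold change was -1.84, which argues against that cause. If reads had been split differently between genes of similar sequence, the summed counts of a cluster would not fall. Summed over all members in the count table, including pseudogenes, they were 0.271 of the wild type level for PCDHA, 0.36 for PCDHB and 0.468 for PCDHG, with each HSF1-pLVX library below both wild type libraries, which argues against that cause too. The values of single members stay uncertain. Apart from the protocadherins, the cadherin superfamily was not enriched among lower genes (odds ratio 2.04, Fisher's exact test, p = 0.187 over 20 genes). Members went both ways, with CDH13, CELSR2, CELSR3 and FAT2 at least 2-fold higher and CDH1, CDH2, CDH4, DSC2 and FAT4 at least 2-fold lower, chosen after their values were seen.

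DNA replication genes rose, with a median log2 fold change of 1.50 that was 1.53 after the GC and length correction, so these trends do not account for it. MKI67, the gene of the proliferation marker Ki-67, rose from 50.79 ± 14.81 to 192.9 ± 35.83 CPM (SD, n = 2), a log2 fold change of 1.94 (standard error 0.112), while the paper reports that HSF1 overexpression did not affect proliferation of these cells. The state of growth of the cultures at harvest is not known, and no further test was made.

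Among mesenchymal markers the members moved apart. FN1 fell from 11460 ± 42.88 to 2212 ± 490.1 CPM (log2 fold change -2.39, standard error 0.261) and TAGLN and CDH2 also fell, whereas VIM rose (log2 fold change 1.99, standard error 0.121) and DCN rose from the floor. Of the EMT transcription factors, 3 of 9 tested genes were at least 2-fold higher and 1 was at least 2-fold lower (Fisher's exact test, adjusted p = 0.251 and 1). ZEB2 was among the higher ones (log2 fold change 3.08, standard error 0.447). Without wild type replicate 1 its fitted value was 3.81, not a measured fold, because the remaining wild type library held 3 counts. The other higher genes were TWIST1 and TWIST2. TWIST1 held 102 and 109 counts in wild type and 350 and 352 in HSF1-pLVX replicates 1 and 2. TWIST2 held nearly the same, 104, 112, 357 and 351. Reads counted for both were not ruled out, so the 3 rises may not be independent. SNAI2 rose by 0.97 (adjusted p = 3.49e-19, edgeR) and SNAI1 was not past the threshold (log2 fold change 0.45, adjusted p = 3.06e-01). CD24 fell by 3.89 and EPCAM by 1.37 on the log2 scale, ITGA6 rose by 0.44 and CD44 did not change detectably (log2 fold change 0.14, standard error 0.158). CTNNB1 fell by 0.74 on the log2 scale. Of the 23 genes the paper names, the same number was called after adjustment over all genes and adjusted over the list alone, 21. ANKRD1, a YAP and TAZ target, fell by 8.18 on the log2 scale, from few counts in HSF1-pLVX cells (21 and 4). Without HSF1-pLVX replicate 1 its log2 fold change was -9.64, and without HSF1-pLVX replicate 2 it was -7.61.

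Of 25 heat shock genes tested, 14 were higher and 5 lower at an adjusted p of 0.05, but only 5 were at least 2-fold higher (Fisher's exact test, adjusted p = 0.613) and 2 at least 2-fold lower. Their median log2 fold change was 0.42, but the members moved apart. HSPD1 and HSPE1 had log2 fold changes of 1.835 and 1.229, and HSP90AA1 and DNAJB1 of -0.652 and -0.338, all named after their values were seen. HSPA1A and HSPA1B were not among the 25 genes, so the HSPA1 that the paper measured as protein in other cells is not covered. Mitochondrial genes took 8.482 and 7.545% of the counts in wild type replicates 1 and 2 and 9.836 and 10.969% in HSF1-pLVX replicates 1 and 2.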
